# Inflammasome signaling is dispensable for ß-amyloid-induced neuropathology in preclinical models of Alzheimer’s disease

**DOI:** 10.3389/fimmu.2024.1323409

**Published:** 2024-01-29

**Authors:** Sahana Srinivasan, Daliya Kancheva, Sofie De Ren, Takashi Saito, Maude Jans, Fleur Boone, Charysse Vandendriessche, Ine Paesmans, Hervé Maurin, Roosmarijn E. Vandenbroucke, Esther Hoste, Sofie Voet, Isabelle Scheyltjens, Benjamin Pavie, Saskia Lippens, Marius Schwabenland, Marco Prinz, Takaomi Saido, Astrid Bottelbergs, Kiavash Movahedi, Mohamed Lamkanfi, Geert van Loo

**Keywords:** Alzheimer’s disease, ß-amyloid, microglia, neuroinflammation, inflammasome

## Abstract

**Background:**

Alzheimer’s disease (AD) is the most common neurodegenerative disorder affecting memory and cognition. The disease is accompanied by an abnormal deposition of ß-amyloid plaques in the brain that contributes to neurodegeneration and is known to induce glial inflammation. Studies in the *APP/PS1* mouse model of ß-amyloid-induced neuropathology have suggested a role for inflammasome activation in ß-amyloid-induced neuroinflammation and neuropathology.

**Methods:**

Here, we evaluated the *in vivo* role of microglia-selective and full body inflammasome signalling in several mouse models of ß-amyloid-induced AD neuropathology.

**Results:**

Microglia-specific deletion of the inflammasome regulator A20 and inflammasome effector protease caspase-1 in the *App^NL-G-F^* and *APP/PS1* models failed to identify a prominent role for microglial inflammasome signalling in ß-amyloid-induced neuropathology. Moreover, global inflammasome inactivation through respectively full body deletion of caspases 1 and 11 in *App^NL-G-F^* mice and Nlrp3 deletion in *APP/PS1* mice also failed to modulate amyloid pathology and disease progression. In agreement, single-cell RNA sequencing did not reveal an important role for Nlrp3 signalling in driving microglial activation and the transition into disease-associated states, both during homeostasis and upon amyloid pathology.

**Conclusion:**

Collectively, these results question a generalizable role for inflammasome activation in preclinical amyloid-only models of neuroinflammation.

## Introduction

Neurodegeneration is a complex, multifaceted process that degrades neuronal structure and function, ultimately leading to cognitive and/or motor disability and dementia (1). Alzheimer’s disease (AD) is the most common form of neurodegenerative dementia, and currently affects more than 30 million people over the age of 65 worldwide (2). Neuronal damage and subsequent neurodegeneration in AD are associated with the accumulation of β-amyloid (Aβ) in extracellular plaques and the intracellular aggregation of hyperphosphorylated tau in neurofibrillary tangles (2). For a long time the focus has been on cell-autonomous processes primarily affecting neurons, whereas glial involvement is progressively taking center stage as an important mediator of neurodegenerative pathology in AD (3).

Microglia are CNS resident macrophages that are distributed across the brain parenchyma (4–6). When activated by damage-associated or pathogen-associated molecular patterns (DAMPs and PAMPs, respectively), microglia rapidly move toward the site of injury to initiate an innate immune response in order to cope with the insult (6, 7). In AD, Aβ oligomers that are generated by cleavage of amyloid precursor protein (APP) and amyloid fibrils in the amyloid plaques, bind various microglial cell-surface receptors, which prompt microglial activation and release of inflammatory mediators (8–10). Some of the most robust evidence for microglial involvement in AD came from the identification of AD risk genes in genome-wide association studies (11–19), suggesting that microglia are not merely bystanders, but possibly causally involved in AD pathogenesis. However, the role of specific inflammatory pathways and mechanisms of microglial activation in Aβ-induced neuroinflammation and neurodegenerative pathology require further analysis.

The NF-κB signaling pathway critically regulates inflammatory responses and has been linked to the pathogenesis of several neurodegenerative disorders (20–22). Though baseline activity is very low in glia, NF-κB activity is significantly increased in glia surrounding Aβ plaques (23). Increased levels of the NF-κB p65 subunit are reported in cortical neurons and glia of AD patients (24). This in turn upregulates transcription of pro-inflammatory target genes that promote neuroinflammation (25), as well as that of BACE1, which promotes APP cleavage to generate additional Aβ (26). NF-κB activation is also a prerequisite for priming the NLR family pyrin domain containing 3 (NLRP3) inflammasome, a cytosolic multimeric protein complex that recruits and activates procaspase-1, a protease that subsequently cleaves and releases the pro-inflammatory cytokines interleukin (IL)-1β and IL-18 and drives an inflammatory form of cell death known as pyroptosis by cleaving gasdermin D (GSDMD) (27). Increased levels of NLRP3, caspase-1, IL-1β, IL-18, the inflammasome adaptor protein ASC and cleaved GSDMD have been reported in reactive microglia that surround Aβ plaques in brain of AD patients (28–31). Moreover, *in vitro* studies have demonstrated that fibrillar Aβ stimulates microglia activation and IL-1β production via assembly of the NLRP3 inflammasome and caspase-1 activation (32). Finally, an *in vivo* role for the NLRP3/caspase-1 inflammasome axis was subsequently proposed in the *APP/PS1* model of Aβ-induced neuropathology (33). However, the relative significance of microglial NLRP3 inflammasome activation in additional *in vivo* models of Aβ-induced neuropathology has not been explored.

Here, we investigated the role of microglial and full body inflammasome involvement in the *App^NL-G-F^* and *APP/PS1* mouse models of ß-amyloid-induced neuropathology. *APP/PS1* mice ectopically overexpress the KM670/671NL ‘Swedish’ mutated amyloid precursor protein (APP) concomitant with mutant human PS1 (presenilin-1) in CNS neurons, and develop an early and robust AD pathology (34). In contrast, *App^NL-G-F^* mice express humanized sequences and clinical mutations in the endogenous mouse *App* gene locus such that Aβ42 is produced without APP overexpression (35). As a result, Aβ-induced pathophysiological readouts develop more slowly in *App^NL-G-F^* mice compared to aggressive disease progression in *APP* transgenic mice (36). First, we hypothesized that microglial deletion of A20, a negative regulator of NF-κB signaling that controls microglia inflammasome activation and CNS inflammation (37), may exacerbate ß-amyloid-induced neuroinflammation and AD outcomes (**Supplementary Figure 1A**). Secondly, we tested the assumption that microglial deletion of the central inflammasome effector protease caspase-1 may suppress microglia activation, neuroinflammation and amyloid pathology (**Supplementary Figure 1B**). Unexpectedly, our results in the *App^NL-G-F^* and *APP/PS1* mouse models argue against a significant role for microglial inflammasome activation in Aß-associated neuroinflammation and neurodegenerative pathology. Further supporting these hypotheses, we found that full body deletion of caspase-1 in *App^NL-G-F^* mice (**Supplementary Figure 1B**) and full body Nlrp3 deletion in *APP/PS1* mice (**Supplementary Figure 1C**) both failed to inhibit ß-amyloid-induced gliosis, inflammation and plaque burden in diseased mice. Consistent herewith, single-cell gene expression profiling revealed only minor transcriptional changes in microglia from Nlrp3-deficient *APP/PS1* mice, negating inflammasome signaling as a driver of microglial cell states during amyloid pathology. Taken together, these findings question a generalizable role for inflammasome activation in mouse models of ß-amyloid-induced neuroinflammation and pathology.

## Results

### Microglial A20 deletion promotes CNS hyperinflammation but does not increase ß-amyloid-induced pathology in *App^NL-G-F^* mice

A20 acts as a key inhibitor of NF-κB signaling (38), and its deficiency leads to increased expression of inflammatory mediators in microglia (37, 39). Additionally, previous research has demonstrated that A20 acts as a negative regulator in priming and activation of the Nlrp3 inflammasome in microglia (37). To investigate the impact of microglial NF-κB and Nlrp3 inflammasome hyperactivation in Aß-associated neuroinflammation, we crossed mice carrying floxed alleles for *A20* (40) to *Cx3cr1* ^CreErt2^ knock-in mice to allow Cre recombinase-mediated long-term A20 deletion in microglia following tamoxifen (TAM) treatment (41). Control mice (*A20^FL^*, expressing A20) and mice with tamoxifen-inducible A20 deficiency in microglia (*A20^FL/FL^ Cx3cr1^CreErt2^*, hereafter A20^Cx3cr1-KO^) were first crossed to *App^NL-G-F^* animals expressing mutant APP from the endogenous locus (35). At 4-6 weeks of age, the progeny was subcutaneously injected with TAM to activate Cre recombinase and generate *A20^FL^App^NL-G-F^* mice and *A20^Cx3Cr1-KO^App^NL-G-F^* mice which do (*A20^FL^)* or do not (*A20^CxcCr1-KO^*) express A20 in microglia in an amyloid model of AD pathology. These mice were compared with age-matched *App^WT^* mice to accurately assign differences emerging from the mutant APP genetic background or A20 genotype, and possible interaction effects (**Supplementary Figures 2A–C**).

Successful downregulation of A20 in microglia was confirmed at the protein level by Western blotting of *ex vivo* isolated and fluorescence-activated cell sorted (FACS) microglia (**Supplementary Figure 2D**), and of primary microglia cultured *in vitro* (**Supplementary Figure 2E**). Consistent with enhanced NF-κB activation in A20 deficient conditions, qPCR analysis confirmed that A20 deletion results in increased expression of the pro-inflammatory cytokines and chemokines *Il1β, Il6, Tnf*, *Ccl2* and *Ccl5* in hippocampal lysates of A20^Cx3cr1-KO^ mice when compared to A20^FL^ mice (**Supplementary Figure 3A**). These differences in expression persisted for *Ccl5*, *Ccl2*, and *Tnf* in aged (56 week-old) animals (**Supplementary Figure 3B**). However, expression levels of these A20-modulated cytokines and chemokines were not majorly different in A20^Cx3Cr1-KO^ *App^NL-G-F^* mice and A20^Cx3Cr1-KO^ mice in a non-AD *App^WT^* genetic background (**Supplementary Figures 3A–B**). This suggests that A20 deletion in microglia promotes inflammatory cytokine production regardless of the mutant APP allele.

We next assessed brain pathology in A20-deficient *App^NL-G-F^* animals at the histological level. Brain sections of A20^FL^ *App^NL-G-F^* and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice, as well as age-matched *App^WT^* controls were evaluated for differences in amyloid plaque burden, microgliosis and astrogliosis, as well as for differences in plaque-associated axonal damage. As expected, brains of *App^WT^* control animals were devoid of amyloid deposits, whereas amyloid plaques were readily visualized by anti-Aβ antibody staining in brain sections of *App^NL-G-F^* animals (**Figures 1A, B** and **Supplementary Figure 4**). However, microglial deletion of A20 did not significantly alter amyloid plaque deposition in brains of young (20 weeks of age, **Figures 1A, B** and **Supplementary Figures 4A–F**) or aged (56 weeks of age, **Figures 1C, D** and **Supplementary Figures 4G–L**) *App^NL-G-F^* animals, suggesting that hyperactive NF-κB and inflammasome signaling by long-term A20 deletion in microglia may not be a critical modulator of Aβ plaque formation in *App^NL-G-F^* animals.

**Figure 1:**
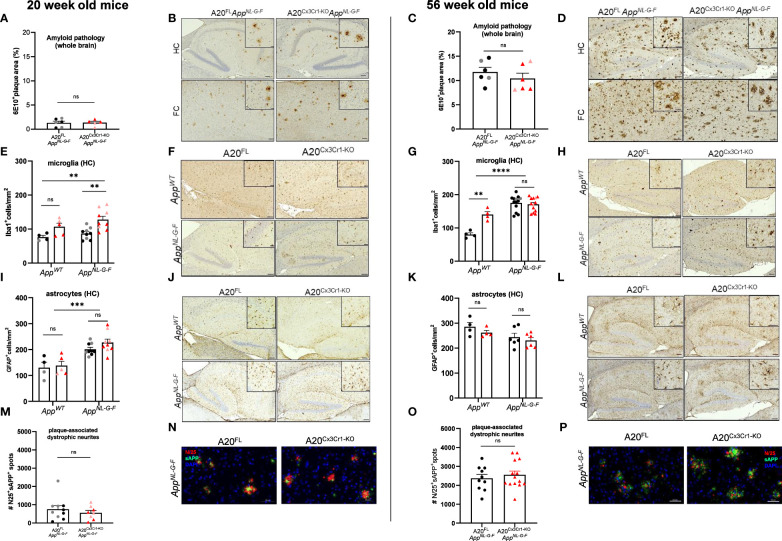
Microglial A20 deficiency does not exacerbate AD pathology in *App^NL-G-F^* mice. **(A)** Quantification of the area covered by 6E10^+^ amyloid plaque deposits in whole brains of 20 week-old A20^FL^ (black) and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice (red). Each symbol represents one mouse, n=5-6 per group (males, dark color; females, pale color). Data are represented as mean ± SEM. **(B)** Immunohistochemistry for 6E10^+^ amyloid plaque load in the hippocampus (HC) and frontal cortex (FC) of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(C)** Quantification of the number of 6E10^+^ amyloid plaque deposits in whole brains of 56 week-old A20^FL^ (black) and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice (red). Each symbol represents one mouse, n=6 per group (males, dark color; females, pale color). Data are represented as mean ± SEM. **(D)** Immunohistochemistry for 6E10^+^ amyloid plaque load in the hippocampus (HC) and frontal cortex (FC) of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(E)** Quantification of the number of Iba1^+^ microglia in the hippocampus of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=4-5 per group (*App^WT^*); n=9 per group (*App^NL-G-F^*). Data are represented as mean ± SEM. Significant differences are determined using two-way ANOVA (**, p<0.001). **(F)** Immunohistochemistry for Iba1^+^ microglia in the hippocampus of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100µm (inset: 50 µm). Representative images are displayed. **(G)** Quantification of the number of Iba1^+^ microglia in the hippocampus of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=4 per group (*App^WT^*); n=13 per group (*App^NL-G-F^*). Data are represented as mean ± SEM. Significant differences are determined using two-way ANOVA (**p<0.001; ****p<0.0001). **(H)** Immunohistochemistry for Iba1^+^ microglia in the hippocampus of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100µm (inset: 50 µm). Representative images are displayed. **(I)** Quantification of the number of GFAP^+^ astrocytes in the hippocampus of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=4-5 per group (*App^WT^*); n=9 per group (*App^NL-G-F^*). Data are represented as mean ± SEM. Significant differences are determined using two-way ANOVA (***p<0.001). **(J)** Immunohistochemistry for GFAP^+^ astrocytes in the hippocampus of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100µm (inset: 50 µm). Representative images are displayed. **(K)** Quantification of the number of GFAP^+^ astrocytes in the hippocampus of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=4 per group (*App^WT^*); n=6 per group (*App^NL-G-F^*). Data are represented as mean ± SEM. **(L)** Immunohistochemistry for GFAP^+^ astrocytes in the hippocampus of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100µm (inset: 50 µm). Representative images are displayed. **(M)** Quantification of the number of plaque-associated dystrophic neurites (N25^+^ sAPP^+^) in whole brains of 20 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=8-10 per group. Data are represented as mean ± SEM. **(N)** Immunohistochemistry for N25^+^ sAPP^+^ plaque-associated dystrophic neurites in whole brains of 20-week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 50 µm. Representative images are displayed. **(O)** Quantification of the number of plaque-associated dystrophic neurites (N25^+^ sAPP^+^) in whole brains of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=10-14 per group. Data are represented as mean ± SEM. **(P)** Immunohistochemistry for N25^+^ sAPP^+^ plaque-associated dystrophic neurites in whole brains of 56 week-old A20^FL^ and A20^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 50 µm. Representative images are displayed. ns, not significant.

Chronic Aβ deposition in brain parenchyma also induces chronic glial activation, characterized by higher microglia proliferation and changes in microglia morphology (42). Moreover, microglial A20 deletion is associated with a significant increase in microglia proliferation in non-AD mouse models of neuroinflammation (37). In agreement, we observed an increased number of hippocampal Iba1^+^ microglia in brains of 20 week-old A20^Cx3Cr1-KO^ mice compared to A20^FL^ mice, which was even more pronounced in the *App^NL-G-F^* genetic background (**Figures 1E, F** and **Supplementary Figures 5A, B**). Aged (56 week-old) *App^NL-G-F^* mice displayed increased levels of hippocampal microglia proliferation compared to mice on the *App^WT^* background, regardless whether they had A20^FL^ or A20^Cx3Cr1-KO^ alleles, confirming that the mutant APP genetic background on itself boosts microglial proliferation (**Figures 1G, H** and **Supplementary Figures 5C, D**).

In contrast to the microgliosis, hippocampal astrocyte numbers were unaffected by microglial deletion of A20. The number of GFAP^+^ hippocampal astrocytes was significantly increased in young *App^NL-G-F^* mice compared to *App^WT^* mice, which likely was a consequence of early Aβ-induced brain pathology (**Figures 1I, J** and **Supplementary Figures 5E, F**). However, the number of GFAP+ hippocampal astrocytes reached similar levels across all experimental groups at older age (**Figures 1K, L** and **Supplementary Figures 5G, H**).

To infer plaque-associated axonal damage, we quantified dystrophic neural projections in the vicinity of the plaque by immune co-staining for N/25 and sAPP (**Figures 2M–P**). N/25 targets the Aβ_1-7_ epitope with high affinity and provides a global overview of amyloid deposition, while sAPP targets the amyloid precursor protein (APP). Early stages of Aβ-induced brain pathology involve axonal abnormalities, possibly associated with an atypical accumulation of APP and its cleavage products (43, 44). Microglial deletion of A20 on the *App^NL-G-F^* background did not induce different staining patterns or differences in the number of plaque-associated dystrophic neurites, suggesting that chronic microglial reactivity and neuroinflammation do not exacerbate the abnormal accumulation of full-length APP and Aβ at nerve terminals in *App^NL-G-F^* mice (**Figures 1M–P** and **Supplementary Figures 5I, J**).

**Figure 2:**
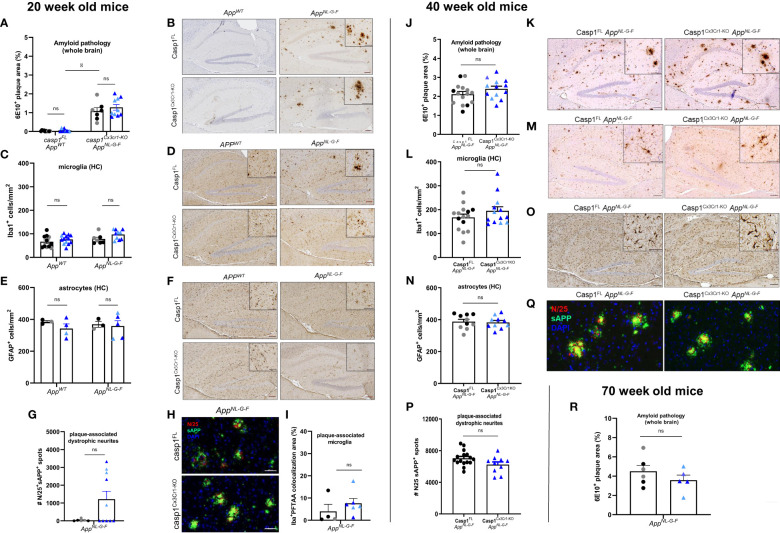
Microglial casp1 deficiency does not suppress AD pathology in *App^NL-G-F^* mice. **(A)** Quantification of 6E10^+^ amyloid plaque pathology over whole brains of 20 week-old casp1^FL^ (black) and casp1^Cx3Cr1-KO^ (blue) *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=7-10 (males, dark color; females, pale color). Data are represented as mean ± SEM. Significant differences are determined using two-way ANOVA (*, p < 0.05). **(B)** Immunohistochemistry for 6E10^+^ amyloid plaques in hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(C)** Quantification of the number of hippocampal Iba1^+^ microglia in 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=7-13 (*App^WT^*), n=7-10 (*App^NL-G-F^*). Data are represented as mean ± SEM. **(D)** Immunohistochemistry for Iba-1^+^ microglia in the hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(E)** Quantification of the number of hippocampal GFAP^+^ astrocytes in 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Each symbol represents one mouse, n=3-5 per group. Data are represented as mean ± SEM. **(F)** Immunohistochemistry for GFAP^+^ astrocytes in the hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(G)** Quantification of the number of plaque-associated dystrophic neurites (N25^+^ sAPP^+^) in 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=6-10 per group. Data are represented as mean ± SEM. **(H)** Immunohistochemistry for N25^+^ sAPP^+^ plaque-associated dystrophic neurites in the brain parenchyma of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 50 µm. Representative images are displayed. **(I)** Quantification of the number of plaque-associated microglia, measured as percentage Iba^+^ PFTAA colocalization area, in 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=4-6 per group. Data are represented as mean ± SEM. **(J)** Quantification of 6E10^+^ amyloid plaque pathology over whole brains of 40 week-old casp1^FL^ (black) and casp1^Cx3Cr1-KO^ *App^NL-G-F^* (blue) mice. Each symbol represents one mouse, n=13-15 per group (males, dark color; females, pale color). Data are represented as mean ± SEM. **(K)** Immunohistochemistry for 6E10^+^ amyloid plaque load in hippocampus of 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50µm). Representative images are displayed. **(L)** Quantification of the number of hippocampal Iba1^+^ microglia in 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=13-15. Data are represented as mean ± SEM. **(M)** Immunohistochemistry for Iba-1^+^ microglia in the hippocampus of 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 100 µm (inset: 50µm). Representative images are displayed. **(N)** Quantification of the number of hippocampal GFAP^+^ astrocytes in 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Each symbol represents one mouse, n=10. Data are represented as mean ± SEM. **(O)** Immunohistochemistry for GFAP^+^ astrocytes in hippocampus of 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 100 µm (insets 50µm). Representative images are displayed. **(P)** Quantification of the number of plaque-associated dystrophic neurites (N25^+^ sAPP^+^) in 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^*. Each symbol represents one mouse. Data are represented as mean ± SEM. **(Q)** Immunohistochemistry for N25^+^ sAPP^+^ dystrophic neurites in brain parenchyma of 40 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice. Scale bars: 50 µm. Representative images are displayed. **(R)** Quantification of 6E10^+^ amyloid plaque pathology over whole brains of 70 week-old casp1^FL^ (black) and casp1^Cx3Cr1-KO^ (blue) *App^NL-G-F^* mice. Each symbol represents one mouse, n=5-6 (males, dark color; females, pale color). Data are represented as mean ± SEM. ns, not significant.

Together, these results demonstrate that microglial deletion of A20 results in a condition of chronic hyperinflammation in the CNS without modulating Aβ pathology and axonal damage in the *App^NL-G-F^* mouse model of Aβ-induced brain pathology.

### Microglial caspase-1 deficiency does not suppress β-amyloid-induced pathology in *App^NL-G-F^* mice

To more directly assess the role of microglial inflammasome activation in Aβ-induced brain pathology, we next crossed mice carrying a floxed *caspase-1* allele (45) to *Cx3cr1* ^CreErt2^ mice (**Supplementary Figure 6A**). Control mice (*casp1^FL^*, expressing caspase-1) and mice with TAM-inducible caspase-1 deficiency in microglia (hereafter named *casp1^Cx3Cr1-KO^*) were subsequently crossed to *App^NL-G-F^* to examine the role of microglial caspase-1 activation in Aβ-induced pathology (**Supplementary Figure 6B**). Aβ-induced brain pathology was analyzed at the age of 20, 40 and 70 weeks with wild-type mice (*App^WT^*) included as negative controls (**Supplementary Figure 6C**). First, successful caspase-1 downregulation in microglia was confirmed at the protein level by Western blotting of FACS-sorted microglia *ex vivo* (**Supplementary Figure 6D**) and in primary microglia cultured *in vitro* (**Supplementary Figure 6E**).

As expected, amyloid plaques were readily observed in 20 week-old *App^NL-G-F^* mice (**Figures 2A, B** and **Supplementary Figures 7A–F**). Microglial caspase-1 deletion had no significant impact on amyloid plaque load (**Figure 2A** and **Supplementary Figures 7A–F**) or microglia numbers (**Figures 2C, D** and **Supplementary Figures 7G, H**) in *App^NL-G-F^* mice compared to that of caspase-1-sufficient *App^NL-G-F^* mice. Astrocyte numbers did not vary significantly across *APP^WT^* and *App^NL-G-F^* mice, irrespective of caspase-1 expression (**Figures 2E, F** and **Supplementary Figures 7I, J**).

No significant impact of microglial caspase-1 deletion could be observed in sAPP-N/25 immunoreactivity (**Figures 2G, H** and **Supplementary Figure 7K**), excluding an effect of caspase-1 activity on the extent of plaque-associated axonal damage. Finally, we analyzed potential differences in the number of plaque-associated microglia in *App^NL-G-F^* mice by co-staining for Iba1 and the fluorescent dye PFTAA (pentameric formyl thiophene acetic acid) that stains Aβ plaques. However, the number of plaque-associated microglia was unaltered upon caspase-1 deficiency (**Figure 2I**).

We speculated that the lack of effect of microglial caspase-1 deletion on Aβ-induced brain pathology might be explained by the amount of plaque load not having achieved a “critical level” in 20 week-old *App^NL-G-F^* mice. To test this hypothesis, we next assessed 40 week-old groups of casp1^FL^ *App^NL-G-F^* and casp1^Cx3Cr1-KO^ *App^NL-G-F^* mice for differences in Aβ-induced brain pathology. As *App^NL-G-F^* mice develop maximal plaque saturation by 7 months of age (35), this time point represents a late stage of Aβ-induced pathology. However, our analyses did not reveal significant differences in brain-wide amyloid plaque load when comparing casp1^FL^ *App^NL-G-F^* animals and casp1^Cx3Cr1-KO^ *App^NL-G-F^* animals (**Figures 2J, K** and **Supplementary Figures 8A–F**), nor differences in hippocampal microglia numbers (**Figures 2L, M** and **Supplementary Figures 8G, H**), or plaque and microglia phenotypes (**Figures 2J–M** and **Supplementary Figures 8A–H**). Also no differences were observed in hippocampal astrocyte numbers (**Figures 2N, O** and **Supplementary Figures 8I, J**), nor did the degree of plaque-associated axonal damage change significantly (**Figures 2P, Q** and **Supplementary Figure 8K**). In addition, we performed immunohistochemistry for Iba1, TMEM119 and Methoxy-04 (a fluorescent amyloid marker) to assess potential differences in the number of plaque-associated microglia in *App^NL-G-F^* cortical samples. However, no significant differences were observed between caspase-1-sufficient and caspase-1-deficient microglia (**Supplementary Figures 8L, M**). Microglial caspase-1 deletion did also not affect hippocampal or cortical Aβ_42_ loads in the casp1^FL^ *App^NL-G-F^* and casp1^Cx3Cr1-KO^ *App^NL-G-F^* groups (**Supplementary Figure 8N**). Finally, we assessed whole-brain plaque loads in very old (70 weeks) *App^NL-G-F^* mice, but again failed to identify significant differences between casp1^FL^ and casp1^Cx3Cr1-KO^ animals in relation to Aβ-plaque load (**Figure 2R**).

Taken together, these results demonstrate that microglial caspase 1 deletion has no significant impact on Aβ-induced brain pathology in the *App^NL-G-F^* mouse model of AD.

### Full-body inflammasome inhibition does not suppress ß-amyloid pathology in *App^NL-G-F^* mice

Based on our unexpected findings with inducible microglia-specific caspase-1 deficient mice, we next evaluated whether constitutive full body caspase-1 deletion may display a more prominent impact on Aβ-induced brain pathology in the *App^NL-G-F^* model. To address potential roles of both canonical and non-canonical inflammasome pathways, we bred full-body caspase-1 knockout mice (46, 47) that are also deficient in caspase-11 (47) (casp1/11^KO^) to *App^NL-G-F^* mice, and assessed Aβ load and neuroinflammation in 12-month-old mice. Similar to our results with microglia-specific caspase-1-deficient mice, constitutive full body deletion of the central inflammasome effector proteases (Casp1/11^KO^ *App^NL-G-F^* mice) did not result in significant differences in Aβ plaque load, microgliosis, astrogliosis or in the number of plaque-associated microglia, compared to caspase-1/11-sufficient *App^NL-G-F^* mice (**Figures 3A–C**). Consistent herewith, no differences were observed in cortical Aβ_40_ and Aβ_42_ load between the two groups (**Figure 3D**).

**Figure 3:**
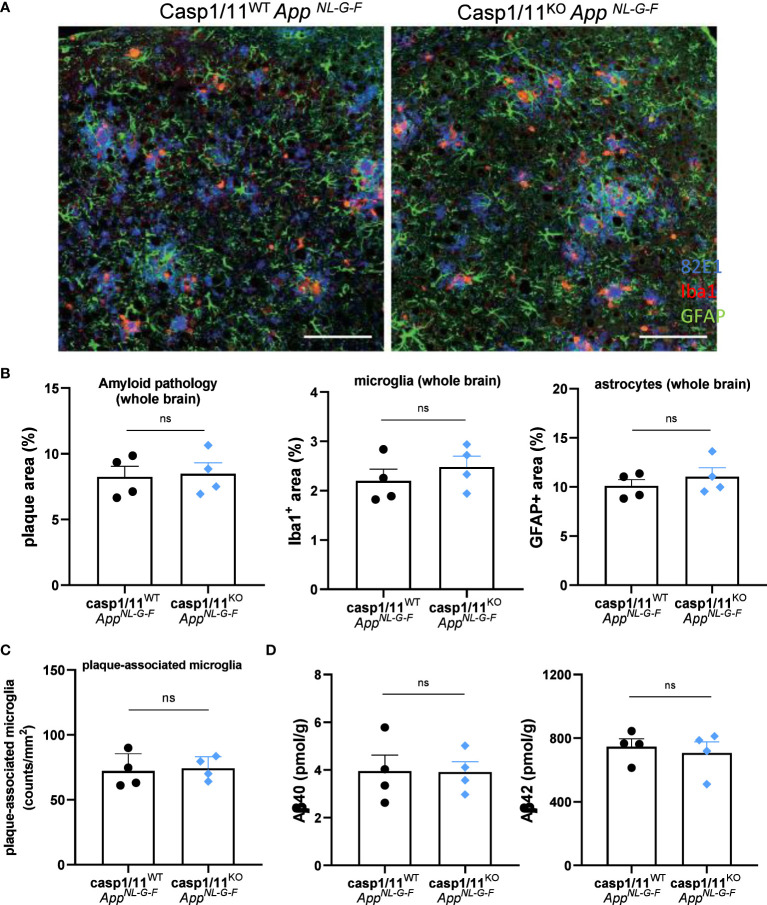
Full-body casp1/11 deficiency does not suppress AD pathology in 12 month-old *App^NL-G-F^* mice. **(A)** Amyloid deposition and neuroinflammation was detected by triple staining of 12-month-old casp1/11^WT^ and casp1/11^KO^ *App^NL-G-F^* mice using 82E1 (blue), anti-Iba1 antibody (red) and anti-GFAP antibody (green) as markers of Aβ plaque, astrocytosis and microgliosis, respectively. Scale bars represent 100 µm. **(B)** Quantification of 82E1+ amyloid plaque load, Iba1+ microgliosis, and GFAP+ astrocytosis over whole brains of casp1/11^WT^ and casp1/11^KO^ *App^NL-G-F^* mice (all females). Data are represented as mean ± SEM. **(C)** Quantification of the number of plaque-associated microglia in casp1/11^WT^ and casp1/11^KO^ *App^NL-G-F^* mice. Each symbol represents one mouse. Data are represented as mean ± SEM. **(D)** Biochemical quantification of Aβ_40_ and Aβ_42_ in the GuHCl fractions of cortical tissue from 12-month-old mouse brains from casp1/11^WT^ and casp1/11^KO^ *App^NL-G-F^* mice, quantified by sandwich ELISA. Each symbol is one mouse (all females), n=4 per group. Data represent mean ± SEM. ns, not significant.

### Microglial caspase-1 deletion and full-body Nlrp3 deletion fail to suppress ß-amyloid pathology in *APP/PS1* mice

Our results suggest that inflammasome activation is dispensable for Aβ-induced brain pathology in *App^NL-G-F^* mice with inducible microglia-selective caspase-1 deletion, and we extended these findings to *App^NL-G-F^* mice with a constitutive systemic deletion of the central inflammasome effector proteases caspases-1 and -11. We reasoned that defective inflammasome activation in the *App^NL-G-F^* model may have failed to recapitulate the decreased gliosis and plaque burden outcomes reported in *APP/PS1* mice with full-body deletion of caspase-1 or Nlrp3 (33) because *APP/PS1* mice overexpress APP, which is a non-physiological yet characteristic feature of that model (36). To empirically test this hypothesis, we next bred *casp1^Cx3Cr1-KO^* mice to *APP/PS1* mice and examined the role of microglial caspase-1 deletion in the Aβ-induced pathology of *APP/PS1* mutant mice. Unexpectedly, microglial caspase-1 deletion failed to significantly modulate Aβ plaque load in 20 week-old *APP/PS1* mice (**Figures 4A, B**). A significant, but minor effect was seen on microgliosis upon caspase-1-deficiency (**Figures 4C, D**). However, astrogliosis, plaque-associated axonal damage and the number of plaque-associated microglia were not significantly affected (**Figures 4E–J**). Also in aged (70 weeks old) *APP/PS1* mice, no significant difference in Aβ pathology was observed between casp1^FL^ *APP/PS1* and casp1^Cx3Cr1-KO^ *APP/PS1* mice (**Figure 4K**). Thus, similar to our previous observations in *App^NL-G-F^* mice (**Figures 1**–**3**), these results demonstrate that Aβ-induced brain pathology develops largely independently of microglial inflammasome activation in the *APP/PS1* mouse model.

**Figure 4:**
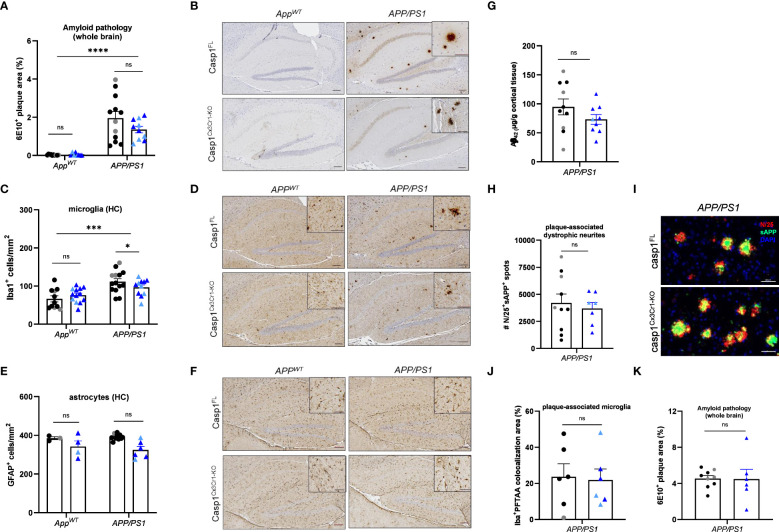
Microglial casp1 deficiency does not suppress AD pathology in *APP/PS1* mice. **(A)** Quantification of 6E10^+^ amyloid plaque pathology over whole brains of 20 week-old casp1^FL^ (black) and casp1^Cx3Cr1-KO^ (blue) *App^WT^* and *APP/PS1*. Each symbol represents one mouse, n=7-10 (*App^WT^*), n=10-12 (*APP/PS1*) (males, dark color; females, pale color). Data are represented as mean ± SEM. Significant differences are determined using two-way ANOVA (****p < 0.0001). **(B)** Immunohistochemistry for 6E10^+^ amyloid plaques in hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *APP/PS1* mice. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(C)** Quantification of the number of hippocampal Iba1^+^ microglia in of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *APP/PS1*. Each symbol represents one mouse, n=7-13 (*App^WT^*), n=11-14 (*APP/PS1*). Data are represented as mean ± SEM. Significant differences are determined through two-way ANOVA (*p < 0.05; ***p < 0.001). **(D)** Immunohistochemistry for Iba-1^+^ microglia in the hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *APP/PS1*. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(E)** Quantification of the number of hippocampal GFAP^+^ astrocytes in of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *APP/PS1*. Each symbol represents one mouse, n=3-5 per group (*App^WT^*), n=7-11 (*APP/PS1*). Data are represented as mean ± SEM. **(F)** Immunohistochemistry for GFAP^+^ astrocytes in the hippocampus of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *App^WT^* and *APP/PS1 mice*. Scale bars: 100 µm (inset: 50 µm). Representative images are displayed. **(G)** Mean GuHCl-extractable Aβ_42_ levels in cortical brain tissue of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *APP/PS1* mice. Each symbol represents one mouse, n=9-10 per group. Data are represented as mean ± SEM. **(H)** Quantification of the number of plaque-associated dystrophic neurites (N25^+^ sAPP^+^) in of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *APP/PS1* mice. Each symbol represents one mouse, n=7-10 per group. Data are represented as mean ± SEM. **(I)** Immunohistochemistry for N25^+^ sAPP^+^ plaque-associated dystrophic neurites in the brain parenchyma of 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *APP/PS1* mice. Scale bars: 50 µm. Representative images are displayed. **(J)** Quantification of the number of plaque-associated microglia, measured as percentage Iba^+^ PFTAA colocalization area, in 20 week-old casp1^FL^ and casp1^Cx3Cr1-KO^ *APP/PS1* mice. Each symbol represents one mouse, n=6 per group. Data are represented as mean ± SEM. **(K)** Quantification of 6E10^+^ amyloid plaque pathology over whole brains of 70 week-old casp1^FL^ (black) and casp1^Cx3Cr1-KO^ (blue) *APP/PS1* mice. Each symbol represents one mouse, n=6-9 (*APP/PS1*) (males, dark color; females, pale color). Data are represented as mean ± SEM. ns, not significant.

To further expand our observations to *APP/PS1* mice with a systemic defect in NLRP3 inflammasome signaling, we finally evaluated the impact of constitutive full body Nlrp3 deletion (Nlrp3^KO^) on β-amyloid pathology by breeding Nlrp3 KO mice to *APP/PS1* mice. When assessing amyloid plaque deposition and neuroinflammation in 4, 6 and 10 month-old mutant mice, we found no significant differences in hippocampal or cortical Aβ plaque loads when comparing Nlrp3-sufficient and Nlrp3-deficient *APP/PS1* mice (**Figures 5A–F** and **Supplementary Figures 9A–F**). Microgliosis was observed from early age onwards in *APP/PS1* mice, but Nlrp3 deletion did not modulate microglia numbers in the hippocampus or cortex (**Figures 5G–L** and **Supplementary Figures 9G–L**). At young age (4 months), we observed a trend toward a reduced number of dystrophic neurites in Nlrp3^KO^ *APP/PS1* mice, although it did not reach statistical significance. Furthermore, no differences between the two genotypes were observed at older age in this regard (**Figures 5M–R**). We also quantified neuronal counts by immunohistochemistry using the NeuN antibody, but again observed no clear differences between Nlrp3-deficient and Nlrp3-sufficient *APP/PS1* mice (**Supplementary Figures 10A–D**). Finally, Aβ40 and Aβ42 levels were also similar in the two genotypes (**Supplementary Figures 10E, F**). Contrasting a previous report (33), these results show that full-body Nlrp3 deletion has little measurable impact on Aβ-induced neuropathology in *APP/PS1* mice.

**Figure 5:**
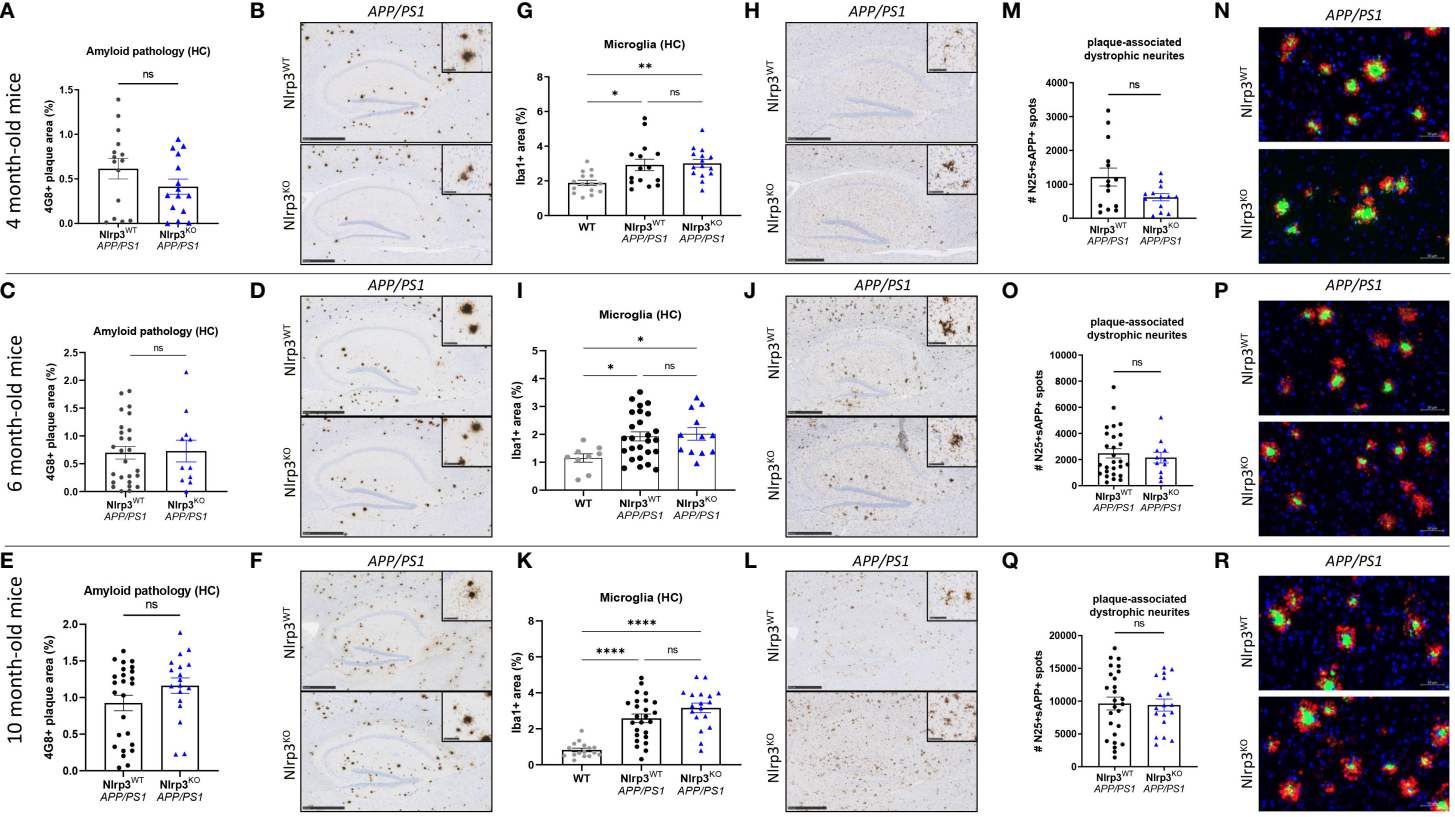
Full-body Nlrp3 deficiency does not suppress AD pathology in *APP/PS1* mice. **(A)** Quantification of 4G8^+^ amyloid plaque load in the hippocampus of 4-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse. Data are represented as mean ± SEM. **(B)** Immunohistochemistry for 4G8^+^ amyloid plaque load in hippocampus of 4 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(C)** Quantification of 4G8^+^ amyloid plaque load in the hippocampus of 6-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse. Data are represented as mean ± SEM. **(D)** Immunohistochemistry for 4G8^+^ amyloid plaque load in hippocampus of 6 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(E)** Quantification of 4G8^+^ amyloid plaque load in the hippocampus of 10-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse. Data are represented as mean ± SEM. **(F)** Immunohistochemistry for 4G8^+^ amyloid plaque load in hippocampus of 10 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(G)** Quantification of the number of hippocampal Iba1+ microglia in 4 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. Significant differences are determined with One-way-ANOVA using Sidak’s multiple comparisons test (*p < 0.05; **p < 0.01). **(H)** Immunohistochemistry for Iba-1+ microglia in the hippocampus of 4 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(I)** Quantification of the number of hippocampal Iba1+ microglia in 6 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. Significant differences are determined with One-way-ANOVA using Sidak’s multiple comparisons test (*p < 0.05). **(J)** Immunohistochemistry for Iba-1+ microglia in the hippocampus of 6 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(K)** Quantification of the number of hippocampal Iba1+ microglia in 10 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. Significant differences are determined with One-way-ANOVA using Sidak’s multiple comparisons test (****p < 0.0001). **(L)** Immunohistochemistry for Iba-1+ microglia in the hippocampus of 10 month-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 500 µm (inset: 50µm). Representative images are displayed. **(M)** Quantification of the number of plaque-associated dystrophic neurites (N25+ sAPP+) in the brain of 4-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. **(N)** Immunofluorescence staining for N/25 and sAPP in 4 months-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 50µm. Representative images are displayed. **(O)** Quantification of the number of plaque-associated dystrophic neurites (N25+ sAPP+) in the brain of 6-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. **(P)** Immunofluorescence staining for N/25 and sAPP in 6 months-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 50µm. Representative images are displayed. **(Q)** Quantification of the number of plaque-associated dystrophic neurites (N25+ sAPP+) in the brain of 10-months old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Each symbol represents one mouse, n=14-23 per group. Data are represented as mean ± SEM. **(R)** Immunofluorescence staining for N/25 and sAPP in 10 months-old Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice. Scale bars: 50µm. Representative images are displayed. ns, not significant.

### Nlrp3 signaling does not shape microglial activation during homeostasis or upon amyloid pathology in *APP/PS1* mice

Single-cell RNA sequencing (scRNA-seq) approaches have revealed the nature of microglial responses to AD-associated amyloid pathology (48–50). Previous studies have identified a disease-associated microglia (DAM) signature upon amyloid pathology, with DAMs exhibiting a downregulation of homeostatic signature genes and an induction of genes associated with phagocytosis and lipid metabolism (48–50).

To investigate whether microglial activation in the context of amyloid pathology is shaped by Nlrp3 signaling, we performed scRNA-seq on CD45^+^ brain immune cells isolated from 4 groups of mice: wild-type (WT), Nlrp3^KO^, *APP/PS1* and Nlrp3^KO^ *APP/PS1* mice. Furthermore, mice were profiled at the age of 3, 6 and 9 months for WT and Nlrp3^KO^ mice, and at the age of 3 and 9 months for the *APP/PS1* and the Nlrp3^KO^ *APP/PS1* groups. 

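Each genotype was represented by 1 library per age, prepared from CD45+ cells sorted from the pooled whole brains of 3 mice (2 males and 1 female), which gave 10 libraries in all. The authors deposited the number of unique molecular identifiers (UMIs, tags that mark single captured RNA molecules) counted for each gene in each cell, without normalization, together with the cell type and state they assigned to each cell. Because cells of 1 library are not independent replicates, UMI counts were summed over the microglia of each library, and the libraries were compared as pairs. An Nlrp3 KO and an Nlrp3 WT library of the same age and background form a pair (5 pairs, of which 3 are non-diseased and 2 are *APP/PS1*), as do an *APP/PS1* and a non-diseased library of the same age and Nlrp3 genotype (4 pairs). The annotation assigns all libraries of an age to 1 of 3 batches, so age and batch cannot be told apart, whereas every pair lies within a batch. Between 9357431 and 35107144 UMIs per library came from microglia, with a median of 17544997. The median number of UMIs per microglia ranged from 3978 in Nlrp3 KO *APP/PS1* mice to 5985 in *APP/PS1* mice, both at 3 months. Differential expression was tested with edgeR's quasi-likelihood test on the summed counts with the pair as a block and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the limits in the legend of Fig. 6F. Single ages have 1 library per group, and their values are given without a p-value.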

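*Nlrp3*, the targeted gene, was counted in every library first. Levels are given as CPM, counts relative to all UMIs of the cells that were summed, here the microglia of the library. WT mice had 44.1 CPM at 3 months, 43.9 CPM at 6 months and 34.4 CPM at 9 months. *APP/PS1* mice had 53.7 CPM at 3 months and 51.8 CPM at 9 months. None of the 5 Nlrp3 KO libraries held an *Nlrp3* UMI, in microglia or in the other CD45+ cells, whereas the other cells of the 5 Nlrp3 WT libraries held 251.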

In each of the 10 individual scRNA-seq datasets, microglia were identified based on known signature genes (50) and were subsequently pooled in a single dataset (**Figure 6A**). 

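In the deposited annotation, 40547 of the 45472 cells of the 10 libraries were microglia and 4925 were other CD45+ cells. The number of microglia per library ranged from 1755 in Nlrp3 KO *APP/PS1* mice at 9 months to 8208 in Nlrp3 KO *APP/PS1* mice at 3 months. Microglia made up between 71.4% of cells (*APP/PS1*, 9 months) and 95.3% of cells (Nlrp3 KO, 3 months). The share of other cells differed by a mean of -2.29 percentage points between Nlrp3 KO and Nlrp3 WT libraries (SD 3.54, lower in 4 of 5 pairs, exact two-sided sign-flip permutation test, p = 0.25), where 5 pairs give no p smaller than 0.063. Leaving out the *APP/PS1* pair at 9 months moved this difference most, to -0.974 percentage points. In *APP/PS1* relative to non-diseased libraries the share was higher by 10.4 percentage points (SD 7.46, higher in 4 of 4 pairs, same exact test, p = 0.13, the smallest p that 4 pairs allow).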

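The annotation of the 40547 microglia names 6 states. HM comprised 31953 cells (78.8%), TM 2538 cells (6.26%), IRM 2271 cells (5.60%), IEG 2094 cells (5.16%), DAM 901 cells (2.22%) and PM 790 cells (1.95%). Median UMIs per cell ranged from 4366 in HM to 5796 in PM. Genes that mark the states in Fig. 6B were summed over the cells of each state. *P2ry12* reached 3495 CPM in HM, 2390 CPM in DAM and 1859 CPM in TM. *Apoe* was counted at 7693 CPM in DAM, 4367 CPM in TM and 368 CPM in HM, and *Cst7* at 1511 CPM in DAM, 59.1 CPM in TM and 12.9 CPM in HM. For *Ifit3* the level was 387 CPM in IRM and 3.67 CPM in HM, for *Mki67* 522 CPM in PM and 0.157 CPM in HM, and for *Atf3* 136 CPM in IEG and 15.6 CPM in HM. The states are the authors' clusters, so these levels describe the clusters and are not independent measurements of them.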

In accordance with previous studies (48–50), we were able to identify microglial cell states that correspond to homeostatic microglia (HM), DAMs, microglia transitioning toward DAMs (TM), microglia with an IFN-signature (interferon-response microglia or IRM), proliferating microglia (PM) and a cluster exhibiting an immediate-early gene (IEG) signature, which is a known response to tissue-dissociation (50, 51) (**Figures 6A, B**). 

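At 9 months, DAM accounted for 253 of 2167 microglia in *APP/PS1* mice (11.7%, 95% exact binomial interval 10.4 to 13.1%) and 55 of 2353 in WT mice (2.34%, interval 1.77 to 3.03%). The Nlrp3 KO libraries of that age held 202 DAM among 1755 microglia with the *APP/PS1* transgenes (11.5%, interval 10.1 to 13.1%) and 102 among 2690 without them (3.79%, interval 3.10 to 4.58%). At 3 months the shares were 0.778% in *APP/PS1* mice (interval 0.499 to 1.16%) against 0.431% in WT mice (interval 0.293 to 0.611%), and 1.01% (interval 0.806 to 1.25%) against 0.622% (interval 0.438 to 0.856%) in the Nlrp3 KO libraries, with overlapping intervals in both comparisons. These intervals cover counting error only and not the variation between mice. The shares of the 4 *APP/PS1* libraries equal the numbers printed in Fig. 6D at the precision given there. Over the 4 pairs the DAM share was higher in *APP/PS1* mice by 4.45 percentage points (SD 4.76, higher in 4 of 4 pairs, exact two-sided sign-flip permutation test, p = 0.13, the smallest p this number of pairs allows). With edgeR's quasi-likelihood test on the cell numbers in place of the permutation test, the log2 fold change of the DAM share was 1.44 (adjusted p = 0.000175 over the 6 states, against 0.13 to 0.3 under the other alternatives). The rise was not particular to DAM, since IRM (log2 fold change 0.89, adjusted p = 0.00367 from edgeR) and IEG (0.82, adjusted p = 0.00477 from edgeR) passed as well, and the shares of IRM, IEG and PM were higher and that of HM lower in *APP/PS1* mice in 4 of 4 pairs. Assigning states by the annotation of all CD45+ cells, an alternative chosen after seeing the data, moved the difference most, to 7.03 percentage points. When DAM were defined by UMIs of at least 2 of the 5 genes *Cst7*, *Lpl*, *Itgax*, *Spp1* and *Csf1* after thinning every cell to 1500 UMIs, the difference was 2.35 percentage points. Without the pair of WT and *APP/PS1* mice at 9 months it was 2.82 percentage points.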

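Summed over all microglia, 5 of 12282 genes were called between *APP/PS1* and non-diseased mice, all of them higher in *APP/PS1* mice, and 918 genes had an unadjusted p under 0.05. The log2 fold change was 5.25 for *Lgi2* (standard error 0.55), 3.8 for *Baiap2l2* (standard error 0.38), 3.53 for *Ch25h* (standard error 0.33) and 1.34 for *Ccl4* (standard error 0.13), each higher in 4 of 4 pairs, with adjusted p-values from edgeR between 0.0282 and 0.0315. *Gpnmb* (log2 fold change 5.82, adjusted p = 0.0259 from edgeR) was higher in 3 of 4 pairs and had no UMI in either library of the other pair, and it was chosen after its values were seen. *Ccl4* was counted at 179 ± 51.1 CPM (SD, n = 4 libraries) in *APP/PS1* mice and 75.0 ± 34.7 CPM (SD, n = 4) in non-diseased mice. *Lgi2*, *Baiap2l2* and *Ch25h* had few counts, with 5.13 ± 6.67, 6.73 ± 5.48 and 10.4 ± 8.92 CPM (SD, n = 4) in *APP/PS1* mice. In non-diseased mice they were at 0.112 ± 0.186, 0.352 ± 0.0878 and 0.799 ± 0.603 CPM (SD, n = 4), so the size of their fold changes is uncertain. DESeq2's Wald test called 21 genes, all higher in *APP/PS1* mice and including these 5, while edgeR called 0 in HM cells alone (544 genes at an unadjusted p under 0.05). Limma-trend on mean log-normalized values had 10 genes at an adjusted p under 0.05, of which 0 passed the limit on the fold change, but differences are compressed on this scale, so that its 0 called genes (841 at an unadjusted p under 0.05) do not count against those of edgeR. Leaving out a pair gave between 0 and 11 called genes, with 0 when either Nlrp3 KO pair was left out and 11 without the 9-month pair of Nlrp3 WT libraries.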

As reported previously (50), DAMs were enriched in *APP/PS1* mice as compared to their non-diseased WT littermates (**Figures 6C, D** and **Supplementary Figures 11A, B**). 

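The share of each microglial state was compared between Nlrp3 KO and Nlrp3 WT libraries within the 5 pairs by an exact two-sided sign-flip permutation test, whose smallest possible p is 0.063 with 5 pairs. DAM differed by 0.351 percentage points on average (SD 0.636, higher in Nlrp3 KO in 4 of 5 pairs, exact permutation p = 0.188, adjusted p = 0.5 over the 6 states). The DAM difference rested largely on the non-diseased pair at 9 months and was 0.0747 percentage points without it. HM differed by -1.85 percentage points (SD 2.99, p = 0.25 by the exact permutation test), IRM by 0.0873 (SD 1.70, p = 0.938), TM by -0.286 (SD 1.44, p = 0.688) and PM by 0.292 (SD 0.605, p = 0.375). For IEG the difference was 1.41 percentage points (SD 1.18), with a higher share in Nlrp3 KO in 5 of 5 pairs and the smallest exact permutation p the design allows (adjusted p = 0.375). Leaving out a pair gave 0.901 to 1.63 percentage points for IEG, the lowest without the 6-month pair. For HM it gave -2.72 to -1.02 and for PM 0.0937 to 0.461. With the states the authors assigned and all 5 pairs, the differences of HM, IRM, DAM, TM and PM were smaller than their SD between pairs, and that of IEG exceeded it. With the states that the annotation of all CD45+ cells gives, it was DAM that exceeded its SD (0.568 percentage points, SD 0.424, higher in Nlrp3 KO in 5 of 5 pairs, exact permutation p = 0.063, adjusted p = 0.375) and not IEG (0.228, SD 0.457, higher in 4 of 5 pairs, adjusted p = 0.938). Without IEG and PM cells the DAM share was also higher in 5 of 5 pairs (0.466 percentage points, SD 0.616, exact permutation p = 0.063, adjusted p = 0.25), and on the log odds scale its difference was 0.224 (SD 0.219, higher in 4 of 5 pairs). Without cells of a doublet score over 0.5 it was 0.114 percentage points (SD 0.954, exact permutation p = 0.562), and with DAM defined by genes after thinning 0.336 (SD 0.764, exact permutation p = 0.438). The sign of the HM difference reversed in that annotation (0.502 percentage points). The sign of the IRM difference also reversed with shares compared on the log odds scale (-0.0265), and that of TM when the *APP/PS1* pair at 3 months was left out (0.213 percentage points). At 9 months within the *APP/PS1* background, TM made up 10.2% of microglia in *APP/PS1* mice (95% exact binomial interval 9.00 to 11.6%) and 11.3% in Nlrp3 KO *APP/PS1* mice (interval 9.84 to 12.9%), and IRM 8.17% (interval 7.05 to 9.40%) and 10.0% (interval 8.66 to 11.5%).

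**Figure D1:**
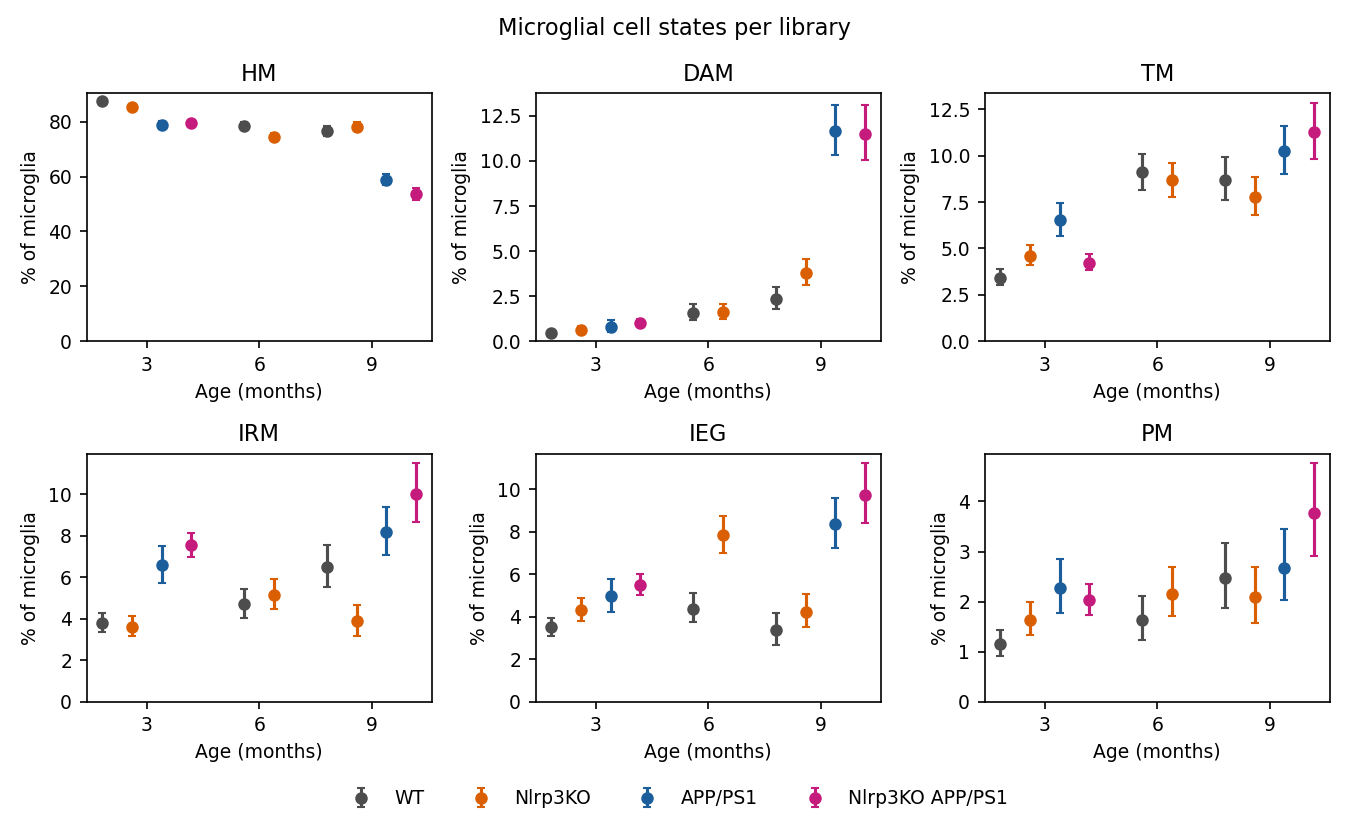
Share of each microglial state (% of microglia, vertical axis, starting at 0) by age in months (horizontal axis). Each point is 1 library and bars are 95% exact binomial intervals, which cover counting error only. In the DAM panel, both *APP/PS1* libraries at 9 months lie at 11.7% and 11.5%, and every other library lies at or below 3.79%.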

Remarkably, the relative proportion of the different microglial cell states, including DAMs, was comparable between Nlrp3^WT^ and Nlrp3^KO^ mice, both in the non-diseased (**Supplementary Figures 11A, B**) and *APP/PS1* backgrounds (**Figures 6C, D**). Furthermore, in healthy non-diseased brains, microglia from Nlrp3 sufficient and Nlrp3 deficient mice showed only a few differentially expressed genes, across all age groups (**Supplementary Figures 11C–E**). 

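Between Nlrp3 KO and WT microglia of non-diseased mice, 2 of 12383 genes were called over the 3 pairs, *Nlrp3* and *Hist3h2a*, both lower in Nlrp3 KO, and 281 genes had an unadjusted p under 0.05. DESeq2's Wald test called 4 genes. Limma-trend on the mean of log-normalized values had 2 genes at an adjusted p under 0.05 and 256 at an unadjusted one, and called 0 because the limit on the fold change is hard to reach on its scale, where *Hist3h2a* differed by -0.36. Without the 9-month pair 5 genes were called, without the 6-month pair 1 and without the 3-month pair 0. With all 5 pairs in the fit, *APP/PS1* pairs included, 3 genes were called, all lower in Nlrp3 KO (*Nlrp3*, *Hist3h2a* and *Pttg1*), and 574 genes had an unadjusted p under 0.05. *Hist3h2a* (chromosome 11 of GRCm38, 58954685 to 58956830) was counted at 31.2 ± 3.40 CPM (SD, n = 5 libraries) in Nlrp3 KO and 81.7 ± 15.9 CPM (SD, n = 5) in Nlrp3 WT microglia, a log2 fold change of -1.38 (standard error 0.07, adjusted p = 0.000568 from edgeR, lower in 5 of 5 pairs). *Pttg1* (chromosome 11, 43420250 to 43426251) had a log2 fold change of -2.31 (standard error 0.26, adjusted p = 0.0484 from edgeR, lower in 5 of 5 pairs) and was no longer called when the non-diseased pair at 3 months or either *APP/PS1* pair was left out. It was also not called without a filter on low counts, in cells with Y-linked UMIs or without cells of a doublet score over 0.5. DESeq2, HM cells alone and *Xist* as a covariate kept it. At an adjusted p under 0.05 without a limit on the fold change, *Irgm2* (log2 fold change -0.88) and *Grap* (log2 fold change 0.66) were added. These 4 genes and *Nlrp3* (59541568 to 59566956) all lie on chromosome 11, and the 4 genes are at most 16.1 Mb from *Nlrp3*. In each non-diseased pair alone, genes with at least 200 UMIs over both libraries and an absolute log2 ratio of CPM over 1 numbered 19 at 3 months, 16 at 6 months and 241 at 9 months, of which 11, 7 and 226 were higher in Nlrp3 KO. With a minimum of 50 UMIs these numbers were 50, 55 and 352.

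**Figure D2:**
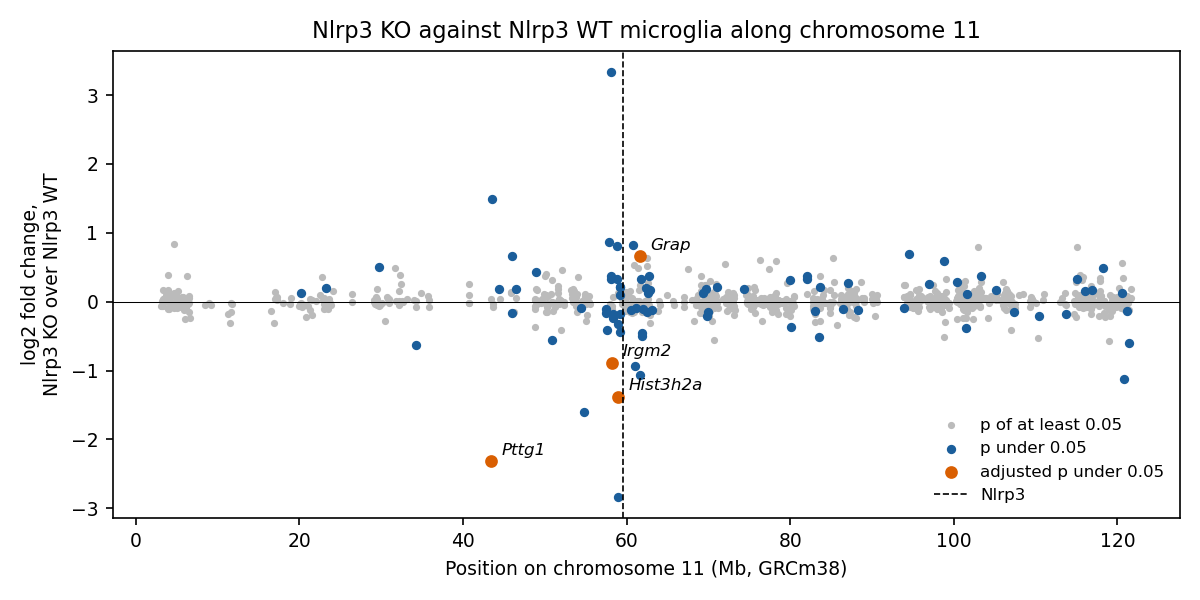
Log2 fold change between Nlrp3 KO and Nlrp3 WT microglia over the 5 pairs (vertical axis) against position on chromosome 11 in Mb of GRCm38 (horizontal axis). Each point is a tested gene, with *Nlrp3* itself left out and its position drawn as a dashed line. The 4 genes at an adjusted p under 0.05 from edgeR (orange) lie at most 16.1 Mb from that line.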

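*Gm8797* lies on chromosome 3 of GRCm38 from 5750806 to 5751295, and GENCODE M21 lists it as protein coding. Its sequence matches *Ubb* at 98.2% identity over 384 bases, and 4 genes in all hold a near-identical copy of it, so its count is uncertain to the extent that reads were divided among the copies. In non-diseased mice *Gm8797* was counted at 73.7 CPM in Nlrp3 KO and 5.04 CPM in WT microglia at 3 months, at 145 and 5.35 CPM at 6 months and at 76.0 and 49.5 CPM at 9 months. In the *APP/PS1* background the values were 82.1 CPM with and 5.75 CPM without deletion of *Nlrp3* at 3 months, and 97.0 and 26.5 CPM at 9 months. The log2 fold change was 2.96 in non-diseased mice (standard error 0.81, adjusted p = 1.00 from edgeR, higher in 3 of 3 pairs) and 2.88 over all 5 pairs (standard error 0.56, adjusted p = 0.54 from edgeR), so the gene was not called although it was higher in every pair. It was called over the 5 pairs by DESeq2's Wald test, with *Xist* as a covariate and without the non-diseased pair at 9 months, in either background when that pair was left out, and in a fit of the 4 *APP/PS1* libraries alone. *Ubb*, on the same chromosome as *Nlrp3*, was lower in Nlrp3 KO in 5 of 5 pairs, by a mean of -131 CPM (SD 57.5), against a gain of 76.3 CPM (SD 40.4) for *Gm8797*, but its log2 fold change was only -0.14 (adjusted p = 0.903 from edgeR). The other CD45+ cells showed the same direction for *Gm8797* in 5 of 5 pairs, with 117 CPM in Nlrp3 KO and 16.9 CPM in Nlrp3 WT libraries.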

The only significantly upregulated gene in Nlrp3^KO^ microglia was the predicted pseudogene *Gm8797*. The strongest downregulated gene was *Nlrp3*, which was completely absent in the Nlrp3^KO^ groups (**Figure 6E**), confirming its complete deletion. Similarly, only a limited number of genes were differentially expressed between Nlrp3 WT and KO microglia within the *APP/PS1* background both at 3 and 9 months of age (**Figure 6F**; **Supplementary Figure 12A**), and the top differentially expressed genes included multiple pseudogenes, predicted genes and ribosomal genes (e.g. *Gm10076, Gm26510, Rps29, Rps28*). 

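Microglia of the 5 Nlrp3 WT libraries held 4160 *Nlrp3* UMIs among 90862661 and those of the 5 Nlrp3 KO libraries 0 among 103402851. Set against a limit of 3 counts over all Nlrp3 KO libraries together (0.0290 CPM), the level was at least 1578-fold lower in Nlrp3 KO microglia. The log2 fold change fitted by edgeR depends on a prior count where 1 group is at 0 and is not given as a bound. The adjusted p of *Nlrp3* over the 5 pairs was 0.000586 (edgeR, lower in 5 of 5 pairs). At least 1 *Nlrp3* UMI was found in 16.9% of microglia in WT mice at 3 months, 17.8% at 6 months and 14.2% at 9 months, and in 25.7% and 21.1% in *APP/PS1* mice at 3 and 9 months. These shares depend on depth and fell to 6.45%, 6.46%, 5.18%, 7.43% and 7.75% after every cell was thinned to 1500 UMIs. In T cells of the same libraries, 19 of 908 cells (2.09%) held an *Nlrp3* UMI at a median of 6156.5 UMIs per cell, compared with a median of 4663 UMIs per microglia. The share in Nlrp3 WT microglia was thus above that of T cells, although T cells were sequenced more deeply.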

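In the *APP/PS1* background, *Nlrp3* was the 1 gene of 12383 called over the 2 pairs (adjusted p = 0.0230 from edgeR, lower in 2 of 2 pairs), and 492 genes had an unadjusted p under 0.05. DESeq2's Wald test called 2 genes, *Cst7* and *Hist3h2a*, but not *Nlrp3*, which had 0 UMIs in both Nlrp3 KO *APP/PS1* libraries. Limma-trend, on its compressed scale, called 0 but had 1 gene at an adjusted p under 0.05 (1225 at an unadjusted p under 0.05). A fit of the 4 *APP/PS1* libraries alone called 10. Leaving out the non-diseased pair at 9 months, which shares its estimate of the spread with these pairs, raised the number to 5, and leaving out either *APP/PS1* pair lowered it to 0. In single pairs, 41 genes at 3 months (12 higher in Nlrp3 KO *APP/PS1*) and 43 genes at 9 months (37 higher) had at least 200 UMIs and an absolute log2 ratio over 1. These numbers rose to 120 and 105 with a minimum of 50 UMIs. Of the 43 genes at 9 months, 34 were also past this limit in the non-diseased pair at 9 months, all in the same direction. *Gm10076* (chromosome 14 of GRCm38, 105681828 to 105682211) had a log2 ratio of 4.10 at 9 months and -0.85 at 3 months, and *Gm26510* (chromosome 17, 70874349 to 70924996) had 2.19 and -0.13. In non-diseased mice at 9 months the log2 ratios of these genes were 3.32 and 1.78. *Rps29* (chromosome 12, 69157722 to 69159186) had a log2 ratio of 0.49 at 9 months and -1.02 at 3 months, and *Rps28* (chromosome 17, 33819027 to 33824562) had -0.18 and -1.08. Near-identical copies exist for *Gm10076* (*Rpl41*, 99.5% identity over 383 bases), *Rps29* (6 genes) and *Rps28* (7 genes), so their counts are uncertain. Over both *APP/PS1* pairs none of these 4 genes was called, with log2 fold changes of 1.49, 0.86, -0.24 and -0.61 in the order given and adjusted p-values of at least 0.993 from edgeR. In a test added after seeing the data, the effect of Nlrp3 deletion on 50 genes differed between 9 months and the earlier ages, and 44 of these genes that could be measured in T cells of the 9-month *APP/PS1* libraries had a median log2 ratio of 1.20 there.

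**Figure D3:**
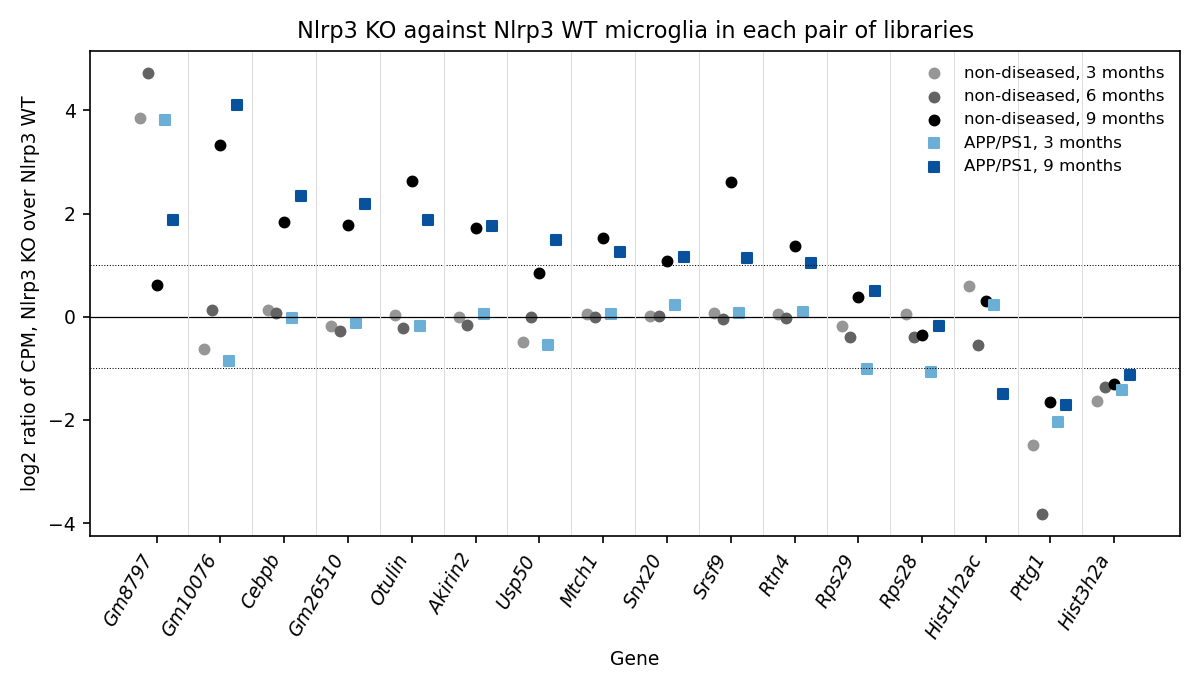
Log2 ratio of CPM between Nlrp3 KO and Nlrp3 WT microglia (vertical axis) for genes named in the text or labelled in Fig. 6F, and for *Hist3h2a* (horizontal axis). Each point is 1 pair of libraries, and dotted lines mark log2 ratios of 1 and -1. *Gm10076* lies at 3.32 and 4.10 in the 9-month pairs and between -0.85 and 0.12 in the others, whereas *Hist3h2a* lies between -1.63 and -1.13 in all 5 pairs.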

The same was observed for DAMs from Nlrp3^WT^ and Nlrp3^KO^ *APP/PS1* mice (**Figure 6G**). 

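DAM of the 9-month libraries held 1659976 UMIs in *APP/PS1* and 1475360 UMIs in Nlrp3 KO *APP/PS1* mice. With 1 library per group there is no replicate, and genes were listed by size alone. Of 6335 genes with at least 50 UMIs over both libraries, 76 had an absolute log2 ratio of CPM over 1, of which 46 were higher and 30 lower in Nlrp3 KO *APP/PS1* DAM. With a prior count of 0.5 in place of 2 the number was 88 (51 higher and 37 lower), whereas with a minimum of 20 UMIs it was 253, of which 118 were higher and 135 lower, so the larger number of higher genes depends on the minimum. Among the 76 genes, 25 were past the same limit in all microglia of this pair with the same direction. *Gm10076* was counted at 603 CPM in Nlrp3 KO *APP/PS1* DAM (95% exact Poisson interval 564 to 644) and 27.1 CPM in *APP/PS1* DAM (interval 19.8 to 36.3). The corresponding levels were 90.1 CPM (interval 75.5 to 107) and 25.9 CPM (interval 18.7 to 34.9) for *Gm8797* and 234 CPM (interval 210 to 260) and 94.6 CPM (interval 80.4 to 111) for *Srsf9*. *Nlrp3* had 0 UMIs against 64, *Pttg1* had 5 UMIs (3.39 CPM, interval 1.10 to 7.91) against 66 UMIs (39.8 CPM, interval 30.8 to 50.6), and *Xist* 399 CPM (interval 368 to 433) against 871 CPM (interval 827 to 917). *Xist* marks cells of the 1 female mouse in each pool, and its level therefore also reads the share of DAM that came from that mouse. All of these intervals cover counting error only. In all microglia of the non-diseased pair at 9 months, *Gm10076* and *Srsf9* had log2 ratios of 3.32 and 2.61. The differences of these genes are therefore not particular to DAM or to *APP/PS1* mice.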

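The 9 NF-κB genes (*Rela*, *Nfkbia*, *Relb*, *Ccl2*, *Ccl5*, *Il6*, *Tnfaip3*, *Tnf* and *Il1b*) and the 8 inflammasome genes (*Nlrp3*, *Nlrp1b*, *Pycard*, *Casp1*, *Casp4*, *Gsdmd*, *Il1b* and *Il18*) were tested as lists. In DAM against HM of the 4 *APP/PS1* libraries, summed per library and state, 776 of 10585 genes were called, 556 of them higher in DAM, where the states are clusters of the same counts and the p-values describe the clusters. Of the NF-κB genes 4 of 9 were higher in DAM, with a median log2 fold change of -0.06, and 3 were at an adjusted p under 0.05 over all genes tested (edgeR), a number that was 4 adjusted over the list alone. *Ccl2* had a log2 fold change of 2.50 and *Il1b* of 2.36, each higher in DAM in 4 of 4 libraries, at 15.1 and 11.3 CPM in DAM and 2.63 and 2.21 CPM in HM. *Ccl5* had a log2 fold change of 2.63 but was higher in 2 of 4 libraries and did not pass in DESeq2's Wald test. Of the inflammasome genes other than *Nlrp3* 4 of 7 were higher in DAM, and 2 passed over all genes and over the list alone, *Il1b* and *Gsdmd* (log2 fold change -0.47, adjusted p = 0.00889 from edgeR, lower in 4 of 4 libraries by its CPM), of which *Gsdmd* did not pass in DESeq2. As sets, both lists pointed upwards in DAM without passing, for NF-κB against the sign of its median (camera of limma, adjusted p = 0.947 for NF-κB and for the inflammasome genes without *Nlrp3*, fry, adjusted p = 0.687 and 0.707). *Pycard*, *Casp1* and *Tnf* changed sign when libraries were scaled by their size alone, which moved the median of all genes from -0.07 to -0.34 on the log2 scale, and *Relb* changed sign in DESeq2. Scaling by size alone also reversed the balance of the called genes, to 391 higher and 655 lower in DAM. It raised the NF-κB genes past the limit over all genes from 3 to 6. *Nlrp3* had 0 UMIs in 2 of the 4 libraries, those of Nlrp3 KO mice, so its comparison rests on the other 2 libraries and is not read here.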

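Between Nlrp3 KO and Nlrp3 WT microglia, none of the 9 NF-κB genes and none of the 7 remaining inflammasome genes was at an adjusted p under 0.05 over all genes tested, with edgeR's quasi-likelihood test or with DESeq2. At an unadjusted p under 0.05 there were 4 NF-κB genes and 0 inflammasome genes. Adjusted over the list alone, 1 NF-κB gene passed, *Ccl2*, with a log2 fold change of 0.37 (standard error 0.10, higher in Nlrp3 KO in 5 of 5 pairs) and 20.5 ± 6.12 CPM (SD, n = 5 libraries) in Nlrp3 KO against 15.7 ± 3.14 CPM (SD, n = 5) in Nlrp3 WT microglia. DESeq2 passed 2 NF-κB genes over the list alone, *Ccl2* and *Ccl5*, the latter lower in Nlrp3 KO (log2 -0.55 in DESeq2). Adjusted over the 15 genes of both lists the p of *Ccl2* was 0.0759 in edgeR, and that of *Ccl2* and *Ccl5* 0.0501 in DESeq2. *Ccl2* no longer passed over its list when the non-diseased pair at 3 or 6 months or the *APP/PS1* pair at 9 months was left out, and 2 NF-κB genes passed without the *APP/PS1* pair at 3 months. Of the NF-κB genes 7 of 9 were higher in Nlrp3 KO, with a median log2 fold change of 0.05, and as a set they shifted upwards, which passed in fry (adjusted p = 0.0252 over both lists, limma) but not in camera (adjusted p = 0.0974). *Ccl5* went the other way, with a log2 fold change of -0.52 (standard error 0.19). In the *APP/PS1* libraries *Ccl2* was at 2.63 CPM in HM and 15.1 CPM in DAM, against 22.4 ± 5.60 CPM (SD, n = 4 libraries) over all microglia. Other states therefore held higher levels of it. With the authors' states the IEG share was higher in Nlrp3 KO in 5 of 5 pairs. No fit of the lists within 1 state is given, so a shift in states is not separated from a change within cells. The inflammasome genes did not pass as a set (camera of limma, adjusted p = 0.736, fry, adjusted p = 0.926), with a median log2 fold change of 0.02 and a downward direction in both set tests.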

We also did not identify a robust NF-κB (*Rela, Nfkbia, Relb, Ccl2, Ccl5, Il6, Tnfaip3, Tnf, Il1b*) or inflammasome signature (*Nlrp3, Nlrp1b, Pycard, Casp1, Casp4, Gsdmd, Il1b, Il18*) in DAMs or other microglial clusters in *APP/PS1* mice, and these genes were not altered upon *Nlrp3* deficiency (**Supplementary Figure 12B**). Overall, these single cell transcriptomics data suggest that inflammasome activation is not a central regulator of microglial activation in the healthy brain or upon amyloid pathology in the *APP/PS1* model.

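Whether the effect of Nlrp3 deletion differed between *APP/PS1* and non-diseased microglia was tested as the difference of the effects in both backgrounds. No gene of 12383 was called by edgeR's quasi-likelihood test, 310 genes had an unadjusted p under 0.05, and DESeq2's Wald test called 1 gene, *Cst7*. *Cst7* was counted at 78.3 CPM in Nlrp3 KO *APP/PS1* and 28.4 CPM in *APP/PS1* microglia at 3 months and at 571 and 325 CPM at 9 months, and at 9 months its log2 ratio was 3.24 in *Xist*-positive cells and -0.83 in cells with Y-linked UMIs. Having found comparable proportions of microglial states and few differentially expressed genes, and having not identified a robust NF-κB or inflammasome signature, the paper proposes that inflammasome activation is not a central regulator of microglial activation in the healthy brain or in the *APP/PS1* model.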

**Figure 6:**
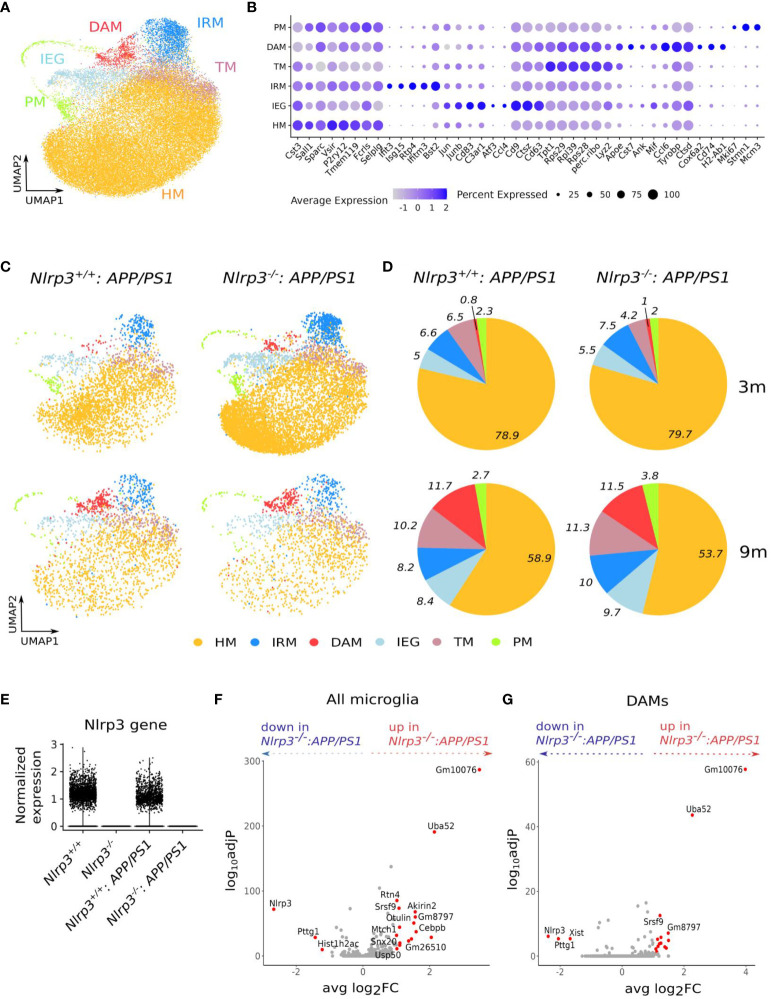
Nlrp3 signaling does not shape microglial activation during homeostasis or upon amyloid pathology in *APP/PS1* mice. **(A)** UMAP plot of 40547 microglia cells from whole brain tissue of *Nlrp3* ^+/+^ mice (3, 6 and 9 months old), *Nlrp3* ^-/-^ mice (3, 6 and 9 months old), *Nlrp3* ^+/+^ *APP/PS1* (3 and 9 months old) and *Nlrp3* ^-/-^ *APP/PS1* (3 and 9 months old). **(B)** Dot plot, showing the expression of key marker genes per cluster in the dataset from (a) The size of the dot represents the percentage of cells within a cluster that express the gene, while the color encodes the mean scaled gene expression level per cluster. **(C)** UMAP plot of microglia from *Nlrp3* ^+/+^ *APP/PS1* and *Nlrp3* ^-/-^ *APP/PS1* mice, split by genotype and age. **(D)** Pie charts visualizing the percentage of cells per cluster in each genotype and age group from (c) **E**. Violin plot, comparing the expression level of the Nlrp3 gene in the microglia from the four distinct genotypes (all age groups). **(F)** Volcano plot, showing differentially expressed genes between microglia (all clusters combined) from *Nlrp3* ^-/-^ *APP/PS1 vs Nlrp3* ^+/+^ *APP/PS1* mice (9 months old). In red are shown the genes with adj P<0.05 and abs(log2FC)>1. **(G)** Volcano plot, showing differentially expressed genes between DAMs from *Nlrp3* ^-/-^ *APP/PS1 vs Nlrp3* ^+/+^ *APP/PS1* mice (9 months old). In red are shown the genes with adj P<0.05 and abs(log2FC)>1. HM, homeostatic microglia; IRM, Interferon response microglia; TM, transitory microglia; DAM, disease-associated microglia; IEG, immediate early genes response microglia; PM, proliferating microglia.

## Discussion

Stimulation of microglia with fibrillar Aβ leads to a hyperinflammatory response that is characterized by the upregulation and activation of the Nlrp3 inflammasome (32). This activation subsequently triggers the production and secretion of pro-inflammatory cytokines IL-1β and IL-18 (32). Activation of the microglial Nlrp3 inflammasome has been proposed as a key contributor to the progression of AD pathology in the *APP/PS1* and *CRND8-APP* models of Aβ-induced neuropathy (33, 52). *APP/PS1* mice are double transgenic mice that express a mutant amyloid precursor protein (Mo/HuAPP695swe or APP-K670N/M671L) together with a mutant human presenilin-1 (exon 9-deleted PS1 or PS1-L166P) (34, 53), while CRND8 mice transgenically express a mutant *APP* incorporating the double Swedish (K670N/M671L) and Indiana (V717F) mutations (54). These mutations are all associated with early-onset Alzheimer’s disease.

To further investigate the role of the Nlrp3 inflammasome in a different model of Aβ-induced neurodegeneration, we first conducted experiments in *App^NL-G-F^* mice with a microglia-selective deficiency in A20, an anti-inflammatory protein that suppresses Nlrp3 inflammasome activation (**Supplementary Figure 1A**). We also examined the effect of microglial deficiency in caspase-1, the central effector protease of the Nlrp3 inflammasome (**Supplementary Figure 1B**). Notably, our approach utilizing the Cx3Cr1^CreERT2^ deletion strategy allows for selective targeting of long-lived brain macrophages, while excluding chronic gene deletion in peripheral myeloid cells (41). Our findings demonstrated that microglial inflammasome activation plays a negligible role in Aβ-induced neuroinflammation and brain pathology in *App^NL-G-F^* mice. This conclusion is further supported by our investigation into the potential consequences of constitutive full-body deletion of caspases-1 and -11 in *App^NL-G-F^* mice (**Supplementary Figure 1B**), which provided evidence that constitutively impaired inflammasome signaling in all cell types of the body has minimal impact on the development of Aβ-induced brain pathology in diseased *App^NL-G-F^* mice.

To corroborate our findings and further explore a potential role of microglial inflammasome activation in other mouse models of Aβ-induced neuropathology, we extended our studies to the widely used *APP/PS1* mouse model of AD. Unexpectedly, our experiments involving the selective inactivation of caspase-1 in microglia of *APP/PS1* mice (**Supplementary Figure 1B**) yielded similar results to what was observed for *App^NL-G-F^* mice. Moreover, our results revealed that full body constitutive deletion of Nlrp3 in *APP/PS1* mice (**Supplementary Figure 1C**) did not mitigate the development of Aβ-induced neuropathology. These findings further strengthened our conclusion that inflammasome activation has a negligible effect on Aβ-induced neuropathology, and provide a strong rationale for questioning a generalizable critical role of inflammasome activation in mouse models of ß-amyloid-induced neuroinflammation and AD-associated amyloid pathology.

Finally, by conducting a comparative analysis of microglia using scRNASeq in Nlrp3 knockout and wild-type *APP/PS1* mice, we revealed that the relative proportions of microglial cell states, including disease-associated microglia (DAMs), were similar between Nlrp3-sufficient and Nlrp3-deficient conditions. This intriguing finding suggests that the absence of Nlrp3 and subsequent inflammasome activation does not significantly impact the distribution of microglial cell states in response to Aβ-associated pathology.

The role of inflammasome activation in the pathogenesis of AD is an area of active research and ongoing debate. It is clear that Aβ fibrils activate the Nlrp3 inflammasome in microglia (32), and several reports have identified activated inflammasome effectors - in particular caspase-1 and IL-1ß - in the brains of AD patients and in animal models of AD-associated neuropathology (30, 31, 33, 52, 55–61). However, other published findings suggest a more complex involvement of IL-1ß secretion in AD pathology. Sustained transgenic overexpression of IL-1ß was shown to have a beneficial effect on amyloid burden without overt neurodegeneration in the APP/PS1 and APPswe/PS-1dE9 mouse models of Aβ-associated neuropathy (62, 63). IL-1 Receptor (IL-1R1) deficiency also did not appear to modulate Aβ loads in aging APP-transgenic (Tg2576) mice (64). Moreover, IL-1ß-induced neuroinflammation was shown to regulate Aβ and tau pathology in opposing ways in the triple transgenic mouse model of AD (65).

The work presented here suggests that the Nlrp3 inflammasome is not critically involved in shaping microglial activation states or in driving Aβ-induced neurodegeneration in preclinical models of Aβ-associated neuropathy. It is worth mentioning that our conclusions are based on observations in two different animal models of Aβ-associated neuropathy (APP/PS1 and *App^NL-G-F^* mice), and involved both microglia-selective as well as constitutive full body deletion of core inflammasome components (caspase-1 and Nlrp3). Although we can only guess the reasons underlying the discrepant results obtained in our study and those of a previous report (33), potential explanations may include variations in experimental and environmental factors (**Supplementary Table 1**). First, genetic differences in AD models may explain the discrepant results between our and previous studies. The APP/PS1 model used in this study is the widely used model developed by the Jucker lab (34), which is a relatively ‘aggressive’ Aβ model with a high Aβ42/40 ratio. In contrast, the Heneka study used a different APP/PS1 mouse strain that is characterized by a slower plaque growth (53). Moreover, the *App^NL-G-F^* mice used in our study do not rely on transgenic overexpression as in the APP/PS1 models, but instead carry coding sequence mutations in the endogenous *APP* gene that drive rapid Aβ aggregation, and thus may be less sensitive to microglia-dependent modulation of Aβ-induced neuropathology. Second, variations in both the mice’s gender and age during analysis could contribute to distinct observations. In our study, mice underwent analysis at both initial and advanced stages of disease progression, while the Heneka study reportedly conducted analysis at 16 weeks of age (**Supplementary Table 1**). Third, the composition of host microbiota linked to chow and other environmental factors in different animal facilities might contribute to differences in inflammasome responses. Indeed, the intestinal microbiota was shown to modulate immune functions and signaling to a wide variety of distant cells, including microglia (66, 67). It is worth mentioning in this regard that our studies were performed in three different animal facilities (VIB-Ghent University in Ghent, Belgium; Janssen Pharmaceutica in Beerse, Belgium; RIKEN Center for Brain Science, Saitama, Japan) with similar outcomes. Therefore, even though an animal facility-specific effect of differential microbiomes remains possible, additional examination in independent facility environments would be required to endorse putative effects of the intestinal microbiota.

Regardless, by demonstrating that the role of the Nlrp3 inflammasome in Aβ-induced neurodegeneration is not as prominent or universal as previously anticipated, our findings contribute to the ongoing debate and highlight the need for further investigation into the complex mechanisms underlying AD. Although our findings demonstrate that inflammasome activation does not play a significant role in mouse models of Aβ-induced neurodegeneration, these observations leave open the possibility that inflammasomes may be implicated in the response to other mechanisms contributing to AD pathology, including the aggregation of hyperphosphorylated tau and the formation of neurofibrillary tangles. Loss of Nlrp3 inflammasome function was recently shown to reduce tau hyperphosphorylation and aggregation, identifying an important role of microglia and Nlrp3 inflammasome activation in the pathogenesis of tauopathies (68). With the emergence of brain-penetrant Nlrp3 inhibitors, future investigations should focus on examining whether pharmacological targeting of the Nlrp3 inflammasome can effectively suppress the formation of neurofibrillary tangles in AD and other tauopathies. Such studies could provide valuable insights into the mechanisms underlying neurodegeneration and facilitate the development of targeted therapeutic strategies for tau-related diseases.

## Material and methods

### Animals

*App^NL-G-F^* (35), *APP/PS1* (34), caspase-1/11 (casp1/11) knockout (46) and Nlrp3 knockout (69) mice have been described. Casp1/11^KO^ mice were crossed with *App^NL-G-F^* mice to generate Casp1/11^KO^ *App^NL-G-F^* mice. Nlrp3^KO^ mice were crossed with *APP/PS1* mice to generate Nlrp3^KO^ *APP/PS1* mice. Conditional A20 (40) and Casp1 (45) knockout mice were generated as previously described, and crossed with Cx3Cr1Ert2-Cre transgenic mice (41) to generate tamoxifen-inducible myeloid-specific A20 and caspase-1 knockout mice, and further crossed with *App^NL-G-F^* transgenic mice. A20^FL^ and Casp1^FL^ littermate mice, expressing the floxed allele, are used as controls in all experiments. Casp1^FL^ and Casp1^Cx3Cr1-KO^ mice were also crossed with *APP/PS1* transgenic mice. At 4-6 weeks of age, mice were subcutaneously injected with tamoxifen (20 mg/ml, Sigma-Aldrich T5648) dissolved in corn oil (Sigma-Aldrich, C8267) twice, 48h apart, to activate Cre recombinase. All experiments were performed on mice backcrossed into the C57BL/6 genetic background for at least 8 generations. Mice were housed in individually ventilated cages in a specific pathogen-free facility at VIB-Ghent, Belgium, at RIKEN and Nagoya City University, Japan (for the Casp1/11-*App^NL-G-F^* line), or at Janssen Pharmaceutica Beerse, Belgium (for the Nlrp3^KO^ *APP/PS1* mice). All experiments were conducted according to institutional, national, and European animal regulations or in accordance with the guidelines of the RIKEN Center for Brain Science and Nagoya City University. Animal protocols were approved by the ethics committee of Ghent University, by the ethics committee of RIKEN Center for Brain Science and Nagoya City University, or by the ethics committee of Janssen Pharmaceutica.

### Histology, brightfield microscopy and image analysis

Mice were transcardially perfused with PBS (Gibco). Brain tissue was dissected and left overnight at 4˚C in formaldehyde-based fixative before being embedded in paraffin blocks. Alternatively, for biochemical analyses, hippocampi were dissected out and snap-frozen in liquid N_2_ until further processing. Sagittal sections of 5 µm were rehydrated and incubated in antigen retrieval buffer (Dako). Analyses were performed over whole brain, hippocampus (bounded by CA1 and dentate gyrus), and cortex regions (“cortex” refers to areas in the mouse brain labeled by the Mouse Brain Atlas as visual, posterior parietal association areas, somatosensory, somatomotor, and orbital cortices, fiber tracts excluded) as clarified in individual graphs. For 6E10 staining, antigen retrieval was performed by incubating sections with 33% formic acid for 20 minutes. Endogenous peroxidase activity was blocked by treating tissue with 3% H_2_O_2_ for 8-10 minutes. Non-specific binding was blocked by treating slides with blocking buffer (0.5% fish-skin gelatin + 2% BSA in PBS + 5% goat serum) for minimum 1h. The primary antibodies Iba1 (1:1000; Wako Chemicals), GFAP (1:5000; Dako), 6E10 (1:500; Biolegend), and 82E1 (1:1000, IBL America) were incubated overnight at 4˚C. Tyramide signal amplification (PerkinElmer Life Sciences) was used, as previously described (70). Brightfield images were obtained using Axio Scan.Z1 (Zeiss, Germany). Iba1^+^ and GFAP^+^ cell bodies were manually counted in 7-12 representative images per experimental group using Zen (blue edition) (Zeiss). Image visualization parameters were standardized, and hippocampal glia numbers were normalized to hippocampal area (manually demarcated). Quantification of GFAP^+^ area and 6E10^+^ plaque area over the whole brain was quantified using QuPath software (71). Graphs represent % of total brain area positive for GFAP^+^ or 6E10^+^ staining.

### Immunofluorescence microscopy and image analysis

For fluorescent immunohistochemistry of plaque-associated dystrophic neurites, rehydrated sections were incubated in 70% formic acid for 10 minutes. Endogenous peroxidase was blocked with H_2_O_2_ treatment, and slides were incubated overnight with the primary antibodies JRD/sAPP/32 (0.2 µg/ml, kind gift J&J, Beerse-Belgium) and JRF/AβN/25 (2 µg/ml, kind gift J&J, Beerse-Belgium) in antibody diluent (DAKO). After washing, slides were incubated for one hour with secondary antibodies anti-mouse IgG2a Alexa647 (1:500, Life Technologies) and anti-mouse IgG1 Alexa488 (1:500, Life Technologies). For fluorescent immunohistochemistry of plaque-associated microglia, sections were incubated with Iba1 antibody (Wako Chemicals, Richmond, VA, USA) overnight, followed by incubation with the fluorescent dye PFTAA (pentameric formyl thiophene acetic acid, J&J, Beerse-Belgium) for one hour. Endogenous peroxidase activity was blocked with 3% hydrogen peroxide (DAKO, Glostrup, Denmark). Alternatively, 3 µm thick formaldehyde-fixed paraffin-embedded tissue sections were deparaffinized and cooked in EnVision FLEX Target Retrieval Solution High pH (DAKO) for 40 minutes, and blocked in 1% BSA, 1% Triton-X-100 in PBS. The slides were then incubated with antibodies against Iba1 (Synaptic Systems, 1:500) and TMEM119 (Synaptic Systems, 1:200) in 1% BSA, 1% Triton-X-100 in PBS at 4°C overnight. Sections were then washed and incubated for 2 hours with secondary antibodies Donkey Anti-Chicken Alexa Fluor 488 (Jackson Immuno, 1:300) and Donkey Anti-Rabbit Alexa Flour 568 (ThermoFisher, 1:500). Slides were then incubated with Methoxy-X04 (Tocris, 1:3000) to visualize plaques. Imaging was performed with a BZ-X800 fluorescent microscope (Keyence) and a 20x objective. At least 100 plaque-associated and 100 non-plaque-associated cortical Iba1 positive cells per animal were evaluated for TMEM119 expression by manual inspection. Quantification of sAPP-labeled dystrophic neurites near N/25-positive plaque deposits was performed using Columbus image analysis software. Thresholds and plaque area were kept constant for all samples. Using QuPath software (71), N25/sAPP and Iba1/PFTAA images were sub-sampled into one training image and a pixel classifier that has been trained using Random Tree Forest by manually annotating colocalization and non-colocalization areas. For each slide, tissue area was detected by applying a gaussian blur of 2 pixels followed by a threshold on the DAPI channel, and pixels were classified using the pixel classifier. Colocalization detection was measured by tissue area.

### Quantitative real-time PCR on mouse hippocampal tissue

Total RNA was isolated using TRIzol reagent (Invitrogen) and Aurum Total RNA Isolation Mini Kit (Biorad), following manufacturer’s instructions for processing animal tissue. cDNA was synthesized using Bioline cDNA synthesis kit (Bioline). 10 ng cDNA was used for quantitative PCR in a total volume of 10 uL with LightCycler 480 SYBR Green I Master Mix (Roche) with appropriate primers, on a LightCycler 480 (Roche). All reactions were performed in triplicate. Mouse-specific primers used are as follows: *Hprt* forward 5’-AGTGTTGGATACAGGCCAGAC-3’ reverse 5’-CGTGATTCAAATCCCTGAAGT-3’, *Gapdh* forward 5’-TGAAGCAGGCATCTGAGGG-3’ reverse 5’-CGAAGGTGGAAGAGTGGGAG-3’, *CCL5* forward 5’-CGTCAAGGAGTATTTCTACAC-3’ reverse 5’-GGTCAGAATCAAGAAACCCT -3’, *CCL2* forward 5’-TTAAAAACCTGGATCGGAACCAA-3’ reverse 5’-GCATTAGCTTCAGATTTACGGGT-3’, *proIL-1β* forward 5’-TGGGCCTCAAAG GAA AGA-3’ reverse 5’-GGTGCTGATGTACCA GTT-3’, *proIL-18* forward 5’-CAGGCCTGACATCTTCTGCAA-3’ reverse 5’-TCTGACATGGCAGCCATTGT-3’, *IL-6* forward 5’-GAGGATACCACTCCCAACAGACC-3’ reverse 5’-AAGTGCATCATCGTTGTTCATACA-3’, *TNF* forward 5’-ACCCTGGTATGAGCCCATATAC-3’ reverse 5’- ACACCCATTCCCTTCACAGAG-3’.

### Sandwich Ab40 and Aß_42_ Meso Scale Discovery (MSD) assay and Aß_40-42_ ELISA

Brain fractions were homogenized in ice-cold 5 M Guanidine-HCl and 50 mM Tris/HCl extraction buffer. After homogenization, samples were placed in an end-over-end rotation wheel (3 h, RT). Brain homogenates were stored at -80°C. Synthetic human Ab1-40 and Aß1-42 peptides in DMSO (AnaSpec, 100 µg/mL) were diluted in dilution buffer (0.5 M GuHCl + 5 mM Tris-HCl - pH 8.0; 10-fold dilution of extraction buffer in 0.1% casein in PBS and applied as standards). GuHCl extracts were diluted 10-fold in ice-cold 0.1% casein in PBS and centrifuged (14000 rpm, 4°C, 20 min). Supernatant was further diluted in dilution buffer. 96-well plates (Meso Scale Discovery) were coated with monoclonal capture antibodies overnight (JRF/Ab40/28 or JRF/Aß42/26, 1.5 µg/mL in PBS, 4°C). The next day, plates were washed and blocked with 0.1% casein in PBS (2 h, RT). After a washing step, standards and samples were incubated with 3D6-SULFO antibody overnight (4°C). After washing, 2x MSD Read Buffer was added and plates were read on MSD Sector Imager 6000. Aß_40_ and Aß_42_ levels in brain extracts were also quantified using an Aß ELISA kit (Wako) according to the manufacturer’s instructions.

### Western blotting

Equally seeded cell cultures were lysed in lysis buffer (20 mM Tris HCl (pH 7.4), 200 mM NaCl, 1% Nonidet P-40) and were denatured in 4x Laemmli buffer. Proteins were separated by Sodium Dodecyl Sulfate Polyacrylamide Gel Electrophoresis (SDS-PAGE), transferred to a nitrocellulose membrane followed by incubation overnight at 4°C with primary antibody against A20 (1:1000, SC- 166692, Santa Cruz Biotechnology), caspase-1 p20 (1:1000, SC-22165, Santa Cruz) and HRP-conjugated secondary goat anti-rabbit (1:2500, DAKO) in Tris-buffered Saline supplemented with 0.05% Tween-20 and 5% nonfat dry milk. Detection was performed with chemiluminescence (Western Lightning Plus-ECL, PerkinElmer) using an Amersham Imager 600 (GE Healthcare). After imaging, blots were incubated with directly labeled primary antibody β-actin-HRP (1:10000, Santa Cruz) for 15 minutes as loading control.

### Microglia isolation for *in vitro* experiments

0-3 day-old pups were used to isolate primary microglia. Brains were stripped of olfactory bulbs, cerebellum, midbrain, and meninges and stored in ice-cold F12 Nutrient Mix Ham medium (Gibco Life Technologies), after which, the tissue was trypsinized and resuspended in DMEM medium supplemented with 10% FCS, 1% penicillin/streptomycin, glutamine, sodium pyruvate, and non-essential amino acids (NEAA). Cells were grown in tissue flasks (75cm^3^) pre-treated with poly-L-lysine for a minimum of 1h. Medium was refreshed approximately every other day until a confluent astrocyte layer appears (in 7-10 days). Microglia were then generated by changing the medium composition to 75% of DMEM medium + 25% L929 conditioned medium. After 4-6 days, microglia were isolated from this mixed glial culture by shaking the flasks at 100 rpm at 37°C for 1h and plated with 75% RPMI medium (supplemented same as DMEM) + 25% L929 conditioned medium. Cre-mediated deletion was induced by treating plated microglia with 1µM 4-hydroxytamoxifen (4-OH-TAM, Sigma) for 3 days.

### Microglia isolation from adult mice

Mice were perfused with PBS containing 5 IU/ml heparin. Isolated brains were stored on ice in HBSS with 45% glucose and HEPES and subsequently minced with a scalpel and dissociated in high-glucose DMEM containing collagenase A, FCS, and DNAse I (30 minutes, 37°C). Cells were centrifuged (10 min, 400*g*, 4˚C) and resuspended in 5 ml of 25% Percoll overlaid with 3 ml of ice-cold PBS. Microglial cells were obtained as a pellet after centrifugation (30 min, 800*g*, 4°C), and resuspended in FACS buffer (0.5% BSA, 2mM EDTA in PBS). Microglia were stained (30 min, on ice, in the dark) using anti-CD45-PE (1:800; clone 30-F11, eBioscience), anti-CD11b-APC-Cy7 (1:400; clone M1/70, BD Biosciences), and Fc receptor blocking antibody CD16/CD32 (1:400; clone 2.4G2, BD Biosciences). Microglia were sorted as CD45int CD11b+ cells with an Aria II (BD Biosciences) to >90% purity.

### Statistical analysis

Each n represents an independent biological sample. All data are represented as mean ± S.E.M. Statistical analysis was done using GraphPad Prism software version 8.0. and Genstat. Data were analyzed by applying statistical tests depending on the distribution of the data. Type of statistical analysis is mentioned for each experiment.

### Single-cell RNA sequencing and analysis

Nlrp3^-/-^ mice were crossed to *APP/PS1* transgenics to obtain the following four groups of littermates: Nlrp3^+/+^; Nlrp3^-/-^; Nlrp3^+/+^ *APP/PS1* ^Tg^; Nlrp3^-/-^ *APP/PS1* ^Tg^. Littermates were collected at 3, 6 (only for Nlrp3^+/+^ and Nlrp3^-/-^ mice) and 9 months of age. For each group, 3 mice (2 males and 1 female) were killed and used for brain isolation and single-cell processing. All processing and tissue-collection was performed as previously described (72), using actinomycin D to limit dissociation-induced gene expression (50). All steps were performed at 11°C. In brief, the brain was extracted and placed in ice-cold RPMI (Gibco), containing 30 μM Actinomycin D (ActD) (Sigma, No. A1410). The brains were split in half and each hemisphere was cut into small pieces and incubated with enzyme mix [30 U ml−1 DNAse I (Roche), 10 U ml−1 collagenase type I (Worthington) and 400 U ml−1 collagenase type IV (Worthington) diluted in 1× Hanks’ buffered salt solution (Gibco)], containing 15 μM ActD at 11°C for 40 min. Every 10 min the solution was cut and resuspended to ensure full dissociation of the tissue. Subsequently, the solution was resuspended, filtered twice over a 100 μm nylon filter, using RPMI with 3µM ActD and centrifuged. The pellet was resuspended in 5 ml 70% standard isotonic percoll (SIP, GE Healthcare) diluted in 1× Hanks’ buffered salt solution and gently overlaid with 5 ml of 37% SIP, followed by a 5 ml layer of 30% SIP, forming a three-layered density gradient (centrifuged at 800g, 4°C, 30 min without acceleration/braking). All gradient buffers contained 3µM ActD. The 70/37% interphase containing immune cells was collected, centrifuged and resuspended in fluorescent activated cell sorter (FACS) buffer (2 mM EDTA (Duchefa), 2% heat-inactivated fetal calf serum (Gibco) dissolved in 1× Hanks’ buffered salt solution), containing 3µM ActD. The cell suspensions of n=3 mice per genotype (Nlrp3^+/+^, Nlrp3^-/-^, Nlrp3^+/+^ *APP/PS1* ^Tg^, Nlrp3^-/-^ *APP/PS1* ^Tg^) were pooled, per age group, respectively. The dissociation process required 4 hours. Following single-cell isolation, cells were blocked with rat anti-mouse CD16/CD32 (clone 2.4G2) for 15 min on ice. Subsequently, the cells were stained with anti-CD45-APCCy7 (30-F11, BioLegend) for 20 min on ice and washed. All CD45+ immune cells were sorted in ME-medium [RMPI medium supplemented with 20% heat-inactivated fetal calf serum (Gibco), 300 μg ml-1 l-glutamine (Gibco), 100 units ml–1 penicillin and 100 μg ml–1 streptomycin (Gibco), 1 mM non-essential amino acids (Gibco), 1 mM sodium pyruvate (Gibco) and 0.05 mM 2-mercaptoethanol (Sigma)], containing 3µM ActD, using a BD FACS ARIA II, or FACS ARIA III, with a sorting nozzle of 85 µm. DAPI (Sigma) was used to exclude dead cells; cell viability before and after cell sorting exceeded 90%. Sorted cells were centrifuged at 4°C at 400g, then resuspended in PBS + 0.04% bovine serum albumin at room temperature to yield an estimated final concentration of 1,000 cells μl^–1^.

Cellular suspensions were loaded on a Chromium Chip B (10x Genomics, No.1000074) on a GemCode Single Cell Instrument (10x Genomics) to generate single-cell gel beads-in-emulsion (GEM). GEMs and scRNA-seq libraries were prepared using the GemCode Single Cell 3’ Gel Bead and Library Kit (v3 10xGenomics, No. 1000075) and the Chromium i7 Multiplex Kit (10x Genomics, No. 120262) according to the manufacturer’s instructions. Briefly, GEM reverse-transcription incubation was performed in a 96-deep-well reaction module at 53°C for 45 min, 85°C for 5 min and ending at 4°C. Next, GEMs were broken and complementary DNA (cDNA) was cleaned up with DynaBeads MyOne Silane Beads (10x Genomics, No. 2000048) and SPRIselect Reagent Kit (Beckman Coulter, No. B23318). Full-length, barcoded cDNA was PCR amplified with a 96-deep-well reaction module at 98°C for 3 min, eleven cycles at 98°C for 15 s, 63°C for 20 s and 72°C for 1 min, followed by one cycle at 72°C for 1 min and ending at 4°C. Following cleaning up with the SPRIselect Reagent Kit and enzymatic fragmentation, library construction to generate Illumina-ready sequencing libraries was performed by the addition of R1 (read 1 primer), P5, P7, i7 sample index and R2 (read 2 primer sequence) via end-repair, A-tailing, adapter ligation, post-ligation SPRIselect cleanup/size selection and sample index PCR. The cDNA content of pre-fragmentation and post-sample index PCR samples was analyzed using the 2100 BioAnalyzer (Agilent).

Sequencing libraries were loaded on an Illumina HiSeq4000 flow cell with sequencing settings following the recommendations of 10x Genomics (Read 1: 28 cycles, i7 Index: 8 cycles, i5 Index: 0 cycles, Read 2: 91 cycles, 2.73nM loading concentration). The Cell Ranger pipeline (10x Genomics) was used to perform sample demultiplexing and to generate FASTQ files for read 0, read 2 and the i7 sample index. Read 2, containing the cDNA, was mapped to the reference genome (mouse mm10) using STAR. Subsequent barcode processing, unique molecular identifiers filtering and single-cell 3’ gene counting was performed using the Cell Ranger suite and Seurat v.4.3.1. The total number of cells across all libraries was 47 633 cells. The average of the mean reads per cell across all libraries was 45 319.6 ± 22 166 SD, with an average sequencing saturation of 67.05% ± 14.21% SD, as calculated by Cell Ranger. Digital gene expression matrices were preprocessed and filtered using the Seurat and Scater (v.1.22.0) R packages. Outlier cells were identified based on three metrics (library size, number of expressed genes and mitochondrial proportion per cell); cells were tagged as outliers when they were more than three median absolute deviations distant from the median value of each metric across all cells. By means of the Seurat Merge function, the raw counts of all samples were concatenated, yielding a total of 40 547 cells. The resulting dataset was normalized by the Seurat global-scaling normalization method ‘LogNormalize’ that normalizes the gene expression measurements for each cell by the total expression and multiplies it by a scale factor (10 000), and log-transforms the result. Highly variable genes were detected in Seurat according to the method described in Stuart et al. (73) and the data was scaled by linear transformation. Subsequently, the highly variable genes were used for principal component analysis (PCA). In order to remove batch effects and technical noise, the harmony package (v.1.0) was applied, using a theta parameter of 0. The resulting harmony-corrected PCA embeddings were used downstream for unsupervised Leiden clustering of the cells and UMAP dimensionality reduction, as implemented in Seurat.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE249611 (GEO).

## Ethics statement

The animal study was approved by the ethics committee of Ghent University, by the ethics committee of RIKEN Center for Brain Science and Nagoya City University, or by the ethics committee of Janssen Pharmaceutica. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

Gv: Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. SS: Data curation, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. DK: Data curation, Formal analysis, Investigation, Methodology, Software, Writing – review & editing. SD: Formal analysis, Investigation, Methodology, Writing – review & editing. TSS: Formal analysis, Investigation, Methodology, Writing – review & editing. MJ: Formal analysis, Investigation, Writing – review & editing. FB: Formal analysis, Investigation, Writing – review & editing. CV: Formal analysis, Investigation, Writing – review & editing. IP: Formal analysis, Investigation, Writing – review & editing. HM: Formal analysis, Investigation, Writing – review & editing. RV: Supervision, Writing – review & editing. EH: Formal analysis, Investigation, Writing – review & editing. SV: Formal analysis, Investigation, Writing – review & editing. IS: Data curation, Formal analysis, Investigation, Software, Writing – review & editing. BP: Data curation, Formal analysis, Investigation, Software, Writing – review & editing. SL: Supervision, Writing – review & editing. MS: Formal analysis, Investigation, Writing – review & editing. MP: Supervision, Writing – review & editing. TOS: Supervision, Writing – review & editing. AB: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Supervision, Validation, Writing – review & editing. KM: Data curation, Formal analysis, Investigation, Methodology, Software, Supervision, Writing – review & editing. ML: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Supervision, Validation, Writing – review & editing.

# Supplementary material for: Inflammasome signaling is dispensable for ß-amyloid-induced neuropathology in preclinical models of Alzheimer’s disease
**Source:** Front Immunol. 2024 Jan 29;15:1323409. doi: 10.3389/fimmu.2024.1323409
**Supplement:** Supplementary Table 1 — Summarizing table of experimental setup variables.

**Supplementary Table 1 : summarizing table comparing the two studies**

|  | ***Srinivasan et al.*** | ***Heneka et al., 2013*** |
| --- | --- | --- |
| **Mouse line** | *App*^NL-G-F^ (Saito et al., 2014)  APP/PS1 (Radde *et al.*, 2006) | APP/PS1 (Jankowsky et al., 2001) |
| **Genetic background** | C57/Bl6 | C57/Bl6 |
| **Age** | *App*^NL-G-F^ : 20-40-56-70 weeks  APP/PS1 : 20-30-50-70 weeks | APP/PS1 : 16 months |
| **Gender** | Male and female mice | Not disclosed |
| **Mouse facility** | Housed in a Specific pathogen free (SPF) at 21 °C and a 14/10 h light/dark cycle with free access to food and water | Housed under standard conditions at 22 °C and a 12/12 h light/dark cycle with free access to food and water (health status not disclosed). |
| **Chow** | V1534 Ssniff R-M/H 10 mm mouse autoclavable | Not disclosed |

How the deposited data were processed for this re-analysis (not part of the article)

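Single-cell RNA sequencing (10x Genomics, 3' chemistry v3) was performed by the authors on CD45+ cells sorted from whole brains, with 1 library from a pool of 3 mice (2 males and 1 female) for each genotype and age, which gave 10 libraries. WT and Nlrp3 KO mice were profiled at 3, 6 and 9 months, and *APP/PS1* and Nlrp3 KO *APP/PS1* mice at 3 and 9 months. According to the paper's methods, reads were processed with Cell Ranger against the mouse genome mm10, cells more than 3 median absolute deviations from the median in library size, genes or mitochondrial share were removed with Scater, and cells were clustered and annotated with Seurat after log-normalization and harmony. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell without normalization, with an annotation of all CD45+ cells and an annotation of the microglia. The annotation also gives, as the authors computed them, the percent of UMIs on mitochondrial genes, the fraction on ribosomal protein genes, a doublet score between 0 and 1 and a batch number. Each of the 3 batches holds the libraries of 1 age.

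The matrix held 31053 genes and 52369 cells. Of its sample names, 2 (6897 cells) match no sample description and were not used here, which left 45472 cells, of which 40547 are in the annotation of the microglia. Microglia of a library held 9357431 to 35107144 UMIs (median 17544997), and the median microglia held 3978 to 5985 UMIs and 1873 to 2439 genes. Shares of cells are given with 95% exact binomial intervals and counts with 95% exact Poisson intervals, both of which cover counting error only. A count of 0 was set against a limit of 3 counts. Of the microglia, 7.63% had a doublet score over 0.5. The median share of mitochondrial UMIs per library lay between 2.35% and 3.67%, and that of ribosomal protein UMIs between 7.56% and 10.3%.

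Counts were summed over the microglia of each library, since cells of a library are not replicates. The 5 pairs of an Nlrp3 KO and an Nlrp3 WT library of the same age and background, and the 4 pairs of an *APP/PS1* and a non-diseased library of the same age and Nlrp3 genotype, were the blocks of the main fits between genotypes. DAM and HM were summed per library and state and fitted with the library as the block. Genes were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The fit over all 10 libraries had 4 residual degrees of freedom, and the fit with a term for each background had 3. Differences in the share of a state or cell type were tested over the pairs by exact two-sided sign-flip permutation tests, with Benjamini-Hochberg adjustment over the states. Single ages and DAM at 9 months have 1 library per group, so genes were listed there by the log2 ratio of CPM with a prior count of 2, with a minimum of 200 UMIs in microglia and 50 UMIs in DAM over both libraries. Lists of genes were tested with camera (correlation 0.01) and fry of limma 3.58.1, without *Nlrp3*, and adjusted over the sets tested.

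Alternatives tried were DESeq2 1.42.0, DESeq2 size factors, limma-trend on mean log-normalized values, no filter on low counts, HM cells only, *Xist* as a covariate, age and background as additive covariates, fits of 1 background alone, the adjusted p alone, other minimum counts, a prior count of 0.5, other definitions of DAM, shares on the log odds scale, thinning of every cell to 1500 UMIs and leaving out each pair or library in turn. These, the tests and the pairs were chosen before the data were examined. Cells with Y-linked UMIs only, cells without a doublet score over 0.5, states from the annotation of all CD45+ cells, library size alone for DAM against HM, DAM by genes between Nlrp3 genotypes, the set tests of the DAM genes with and without *Cst7*, the adjustment of the set tests, leaving out pairs for the gene lists between Nlrp3 genotypes, and the test of the Nlrp3 effect between ages with all of its alternatives were added after seeing the data. The fits were tested on simulated data with 200 genes changed by a log2 fold change of 2, where between 92.5% and 99.0% of these genes were called and at most 1.59% of the calls were false. The simulated genes changed by 1 size, whereas real effects could differ between pairs. *Gm8797* had log2 ratios from 0.62 to 4.73 in single pairs and was not called for Nlrp3 deletion in the main fits. The simulated shares therefore do not tell how many real changes were missed.

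The genes named are those in the single-cell results text or labelled in Fig. 6 and the 10 genes with the largest absolute log2 fold change among those past the limits of a test and changed the same way in every pair. Genes outside this rule were chosen after their values were seen, namely *Gpnmb*, *Irgm2*, *Grap*, *Ubb* and, between Nlrp3 genotypes, *Cst7*. Of the genes planned for the definition of DAM by genes, 1 is not reported here, as is 1 gene within this rule, and the other 5 of the definition were used. Positions are those of GRCm38 in GENCODE M21, which placed 30464 of the 31053 gene names. A gene was taken to have a near-identical copy where the last 500 bases of its longest transcript matched another gene at 95% identity or more over at least 90 bases (blastn 2.17.0). The other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.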

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

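The comparison of the Nlrp3 effect between ages was added after seeing the data, and the following tests were chosen only after the result was seen: those of female cells and depth for the age-dependent genes, all 5 on T cells, and those on the neighbourhood of *Nlrp3* other than the test of near-identical copies.

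The effect of Nlrp3 deletion on microglia differed between 9 months and the earlier ages for 50 of 12383 genes (edgeR's quasi-likelihood test of the difference, adjusted p under 0.05 and absolute log2 difference over 1, 1420 genes at an unadjusted p under 0.05), which drew attention because the effects of the age groups differ. Of these genes 49 had the larger effect at 9 months and 1, *Gm8797*, the smaller. *Gm26510*, which has no near-identical copy, had a log2 difference of 2.22 (adjusted p = 0.000914 from edgeR). *Gm10076* (4.21) was also called, but shares sequence with another gene, so its count is uncertain. DESeq2's Wald test called 53 genes, of which 43 are shared. Contrasting any other choice of 2 of the 5 pairs with the rest called 0 genes (9 choices, edgeR).

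Several technical explanations are argued against by the tables. A different share of female cells would not leave the difference in cells with Y-linked UMIs, where 39 of the 50 genes were called. A shift between microglial states would not leave it in HM cells alone, where 44 were called. After a correction for GC content and transcript length 41 were called. The total of microglial UMIs per library goes the opposite way in the 9-month pairs, with a log2 ratio of -0.24 in *APP/PS1* and 0.19 in non-diseased mice, while the genes moved in the same direction. The median UMIs per microglia rose in both 9-month pairs, by a log2 ratio of 0.0578 in *APP/PS1* and 0.00546 in non-diseased mice, but by less than in the non-diseased pair at 3 months (0.0788). That pair had 19 genes with an absolute log2 ratio over 1, against 43 and 241 in the 9-month pairs, which argues against a rise in depth per cell of this size. The *APP/PS1* pair at 3 months had a larger change in the other direction (-0.589) and 41 such genes, 29 of them lower in Nlrp3 KO. The number of listed genes therefore does not exclude an effect of larger changes in depth. Near-identical copies were found for 14.0% of the 50 genes (7 genes) and 8.43% of all tested genes, so most of the genes have none.

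An action of Nlrp3 deletion on microglia alone from 9 months on is argued against by T cells. In T cells of the non-diseased pair at 9 months, the 26 genes that could be measured had a median log2 ratio of 1.31, with 26 of 26 higher in Nlrp3 KO, compared with 1.41 in microglia. In the *APP/PS1* pair at 9 months the median in T cells was 1.20 over 44 genes (42 higher), compared with 1.06 in microglia, and exceeded the medians of all 10000 random lists of the same size. Free RNA from microglia gave T cells at most 1.53% of the microglial level of *P2ry12*. A difference between the 9-month libraries that touches every cell type alike is therefore a candidate explanation. For 44 of the 49 genes both Nlrp3 WT libraries at 9 months lay below the 8 other libraries, while for 7 of the 49 both Nlrp3 KO libraries at 9 months lay above them. The median log2 ratio to the 3- and 6-month libraries was -1.43 for the 9-month Nlrp3 WT and -0.21 for the 9-month Nlrp3 KO libraries. Whether the handling of these libraries or an effect of age and genotype in all cell types lies behind this cannot be told apart, since each age is 1 batch with 1 pool of mice per genotype.

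T cells made up a larger share of CD45+ cells in *APP/PS1* than in non-diseased libraries, a signal in cells the paper does not report on. The mean difference was 6.43 percentage points (SD 6.63, higher in 4 of 4 pairs, exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 pairs allow, adjusted p = 0.417). At 9 months T cells were 16.6% of cells in *APP/PS1* and 2.36% in WT mice, and 12.5% in Nlrp3 KO *APP/PS1* and 2.92% in Nlrp3 KO mice. The share also varied without amyloid, with 6.14% in WT and 4.65% in Nlrp3 KO mice at 6 months, above the non-diseased libraries at 9 months and the *APP/PS1* libraries at 3 months (1.69% and 1.08%). Leaving out a pair gave 3.82 to 8.39 percentage points, the lowest without the 9-month pair of Nlrp3 WT libraries. A lower yield of microglia would raise all other cell types alike, but on the log odds scale T cells rose by 1.35 more than border-associated macrophages (SD 0.746, by more in 4 of 4 pairs). Doublets of T cells and microglia are argued against by a difference of 6.71 percentage points without cells of a doublet score over 0.5. Blood left in the tissue would bring B cells, NK cells and monocytes. In the Nlrp3 KO pair at 9 months their log odds differed by -0.206, -0.297 and -0.618, compared with 1.56 for T cells. This argues against blood in that pair, but rests on 3 to 18 cells per type and library. In the Nlrp3 WT pair at 9 months B cells differed by 0.00826, but NK cells by 1.66 (0.618% to 3.26% of cells) and monocytes by 1.21 (0.232% to 0.824%), compared with 2.10 for T cells, so blood and other sources cannot be told apart there, with 6 to 99 cells per type and library. At 3 months B cells rose as T cells did, by 1.07 against 1.13 in log odds as the mean of both pairs (from 0.436% to 1.43% of cells between WT and *APP/PS1* mice, and from 0.737% to 1.90% with Nlrp3 deletion), so blood left in the tissue remains a candidate explanation at that age. An accumulation of T cells with amyloid pathology stays open and untested, since blood is argued against in 1 of 4 pairs alone.

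Genes near *Nlrp3* on chromosome 11 differed between Nlrp3 KO and Nlrp3 WT microglia more often than other genes, a signal in genes the paper does not discuss. Of the 107 tested genes within 5 Mb of *Nlrp3*, 37 (34.6%, 95% exact binomial interval 25.6 to 44.4%) had an unadjusted p under 0.05, against 511 of 11849 (4.31%) over 20 Mb away or on other chromosomes (Fisher's exact test, two-sided, p = 3.32e-23), 21 of them lower and 16 higher in Nlrp3 KO. From 5 to 20 Mb away the share was 5.17% (15 of 290 genes, p = 0.464 by Fisher's exact test), and on the rest of chromosome 11 it was 5.38%. An effect of the loss of Nlrp3 that reaches genes without regard to position would give the genes within 5 Mb the share of the others, and is argued against there by the interval from 25.6%, although the distance of 5 Mb was chosen after the position of the called genes was seen. Of the 4 genes at an adjusted p under 0.05 other than *Nlrp3*, 3 lie within 5 Mb. A share of female cells is argued against by *Hist3h2a*, whose log2 fold change was -1.27 in cells with Y-linked UMIs (adjusted p = 0.000585 from edgeR, against 1e-43 to 0.0079 under its other alternatives). Near-identical copies were found for 5.77% of the genes at an unadjusted p under 0.05 within 20 Mb and 8.41% of the other genes there (Fisher's exact test, two-sided, p = 0.784). Of 100 splits of the libraries into groups of 5 drawn from 126, 4 called as many genes as the real one, itself included. The other 3 called 238 genes and parted only the non-diseased pair at 9 months, and of the 14 splits that part every pair only the real one did so. Over all 126 splits (61 distinct fits) 7 did so, a share of 0.0556, so whether chance is excluded at a share of 0.05 depends on the draw, and by the number of called genes it is not excluded. That number does not read position. With 37 genes at an unadjusted p under 0.05 within 5 Mb of *Nlrp3*, the real split had more than any of the other 125 (at most 30), but the ratio of their share to that outside 20 Mb (8.02) was reached by 7 of the 126 splits, the real one included. A split that parts a pair holds the difference between Nlrp3 genotypes in that pair, so these counts are not free of it. DNA carried along with the deleted allele through backcrossing may account for the genes within 5 Mb, in line with the 34.6% there, but no variant was examined. From 5 to 20 Mb, such DNA, an effect without regard to position and chance cannot be told apart by the share of 5.17%. That share does not read *Pttg1*, which lies there and had log2 ratios between -3.83 and -1.65 in microglia of the 5 pairs. In the other CD45+ cells of Nlrp3 KO mice *Hist3h2a* was also lower, with 19.2 CPM against 42.0 CPM and 0 of 5 pairs higher. There *Pttg1* was lower too, with 28.4 CPM against 54.4 CPM and 0 of 5 pairs higher.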

How the results depend on the processing

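The alternatives restricted to cells with Y-linked UMIs, without cells of a high doublet score, with states from the annotation of all CD45+ cells and with library size alone, DAM by genes and leaving out pairs for the gene lists between Nlrp3 genotypes, and all those of the age comparison, were chosen only after seeing the data. Over 61 results and 483 alternatives, 390 gave the same outcome, 28 were no longer past a limit, 14 were newly past it, 39 moved and 12 reversed. For every change given here, the cause was not tested unless it is named.

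State shares between Nlrp3 genotypes changed sign in the annotation of all CD45+ cells for HM (0.502 percentage points), IRM (-0.208) and PM (-0.0136). IRM also changed sign on the log odds scale (-0.0265) and in edgeR on cell numbers (log2 -0.0214). Leaving out a pair gave -0.356 to 0.768 for IRM, negative without the 6-month or either *APP/PS1* pair, and -0.653 to 0.213 for TM, positive without the *APP/PS1* pair at 3 months. Each of these differences in percentage points or log odds was smaller than its SD between pairs. The main DAM difference (0.351, SD 0.636) was also smaller than its SD, but with the annotation of all CD45+ cells DAM exceeded it (0.568, SD 0.424) and IEG no longer did (0.228, SD 0.457). Without IEG and PM cells DAM was higher in 5 of 5 pairs (0.466, SD 0.616). The DAM difference between *APP/PS1* and non-diseased mice was past the limit only in edgeR (log2 1.44), since the exact test cannot pass with 4 pairs.

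Genes called for Nlrp3 deletion over the 5 pairs numbered 3, and 6 in DESeq2, 7 with *Xist* as a covariate, 5 at the adjusted p alone and 0 in limma-trend (519 at an unadjusted p under 0.05). They numbered 4 in HM cells alone and with age and background as additive covariates. Without a filter on low counts, in cells with Y-linked UMIs and without cells of a doublet score over 0.5 they numbered 2, and *Pttg1* was lost. Limma-trend had 6 genes at an adjusted p under 0.05 here, 2 in non-diseased mice, 1 in *APP/PS1* mice and 10 between *APP/PS1* and non-diseased mice, and none of them passed the limit on the fold change, because its scale is compressed. Its 0 called genes therefore do not count against those of edgeR. Leaving out a pair gave 2 to 8, with 8 without the non-diseased pair at 9 months. In non-diseased mice 2 became 4 in DESeq2 and in cells with Y-linked UMIs, 0 in limma-trend and 0 to 5 with a pair left out. The lowest was without the 3-month pair, the highest without the 9-month pair, and 1 gene was called without the 6-month pair. In *APP/PS1* mice 1 became 2 in DESeq2, which did not call *Nlrp3* there, and 0 in limma-trend. It became 10 in the 4 *APP/PS1* libraries alone and 0 to 5 with a pair left out. The number was 0 without either *APP/PS1* pair and 5 without the non-diseased pair at 9 months. For the difference between backgrounds edgeR called 0 (310 at an unadjusted p under 0.05), DESeq2 called 1 and cells with Y-linked UMIs gave 1. Between *APP/PS1* and non-diseased mice 5 became 21 in DESeq2, 0 in limma-trend, 0 in HM cells alone and 0 to 11 with a pair left out, with 0 without either Nlrp3 KO pair and 11 without the 9-month pair of Nlrp3 WT libraries. Within the *APP/PS1* background the log2 fold change with a pair left out ranged from -0.86 to 4.16 for *Gm10076*, -0.13 to 2.29 for *Gm26510* and -1.02 to 0.54 for *Rps29*. *Gm10076* and *Gm26510* were negative without the *APP/PS1* pair at 9 months, and *Rps29* was positive without that at 3 months.

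For DAM against HM, library size alone raised the NF-κB genes past the limit from 3 to 6, and moved the genes called from 556 higher and 220 lower to 391 higher and 655 lower (611 shared), because the median of all genes shifted from -0.07 to -0.34. The inflammasome genes past the limit numbered 2, and 3 with library size alone, 1 in DESeq2 and 1 to 2 with a library left out, with 1 without either library at 9 months. A lower minimum of 50 UMIs admits more genes of low count and gave 50, 120, 55 and 105 listed genes in the pairs of WT and Nlrp3 KO at 3 months, of *APP/PS1* at 3 months, of WT and Nlrp3 KO at 6 months and of *APP/PS1* at 9 months. In DAM a minimum of 20 UMIs gave 253 (118 higher and 135 lower in Nlrp3 KO), compared with 76 (46 higher and 30 lower). Thinning lowered the percentages of microglia with an *Nlrp3* UMI to 6.45, 7.43, 6.46, 5.18 and 7.75 in WT at 3 months, *APP/PS1* at 3 months, WT at 6 and 9 months and *APP/PS1* at 9 months, by the lower depth itself.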

Differences from the paper's values

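All comparisons with the paper follow from alternatives set before the data were examined, and no test was chosen only after the result was seen except the fit in cells with Y-linked UMIs and the adjustment of the set tests over the lists. Libraries were the unit of the tests here, and the paper's methods and legends do not name the test or unit behind its gene lists. The values compared are the number of microglia and the state shares of Fig. 6D, and the total number of cells was not compared. With DAM defined by genes after thinning, the share at 9 months was 4.11% in *APP/PS1* and 5.75% in Nlrp3 KO *APP/PS1* mice, against about 12% for each in Fig. 6D, read by eye. A value was taken to differ only where it lay more than 1.5-fold from the paper's, and smaller gaps are not listed. The number of microglia and the main shares equal those of the paper at its precision, and the shares without IEG and PM lay within 1.5-fold, for example 66.2% HM in *APP/PS1* mice at 9 months against about 59% in Fig. 6D, read by eye.

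The paper names *Gm8797* as the sole gene significantly higher in Nlrp3 KO microglia of healthy mice. In non-diseased mice edgeR called no gene higher in Nlrp3 KO (281 genes at an unadjusted p under 0.05, DESeq2 called 0 higher), and *Gm8797* had a log2 fold change of 2.96 and an adjusted p of 1.00. It was called there without the pair at 9 months, over both backgrounds by DESeq2, with *Xist* as a covariate and without that pair, and in *APP/PS1* mice without that pair and in the 4 *APP/PS1* libraries alone, but not in cells with Y-linked UMIs. In single pairs, where no test was possible with 1 library per group, 11 genes at 3 months, 7 at 6 months and 226 at 9 months were higher in Nlrp3 KO by a log2 ratio over 1.

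The paper describes few differentially expressed genes in non-diseased microglia at every age. At 9 months 241 genes had an absolute log2 ratio over 1, compared with 19 at 3 months and 16 at 6 months. These counts compare 1 library with 1 other without a test, so they cannot be set against a number of significant genes. Genes whose Nlrp3 effect differed at 9 months also moved in T cells of that pair, with a median log2 ratio of 1.31 over 26 genes. The larger count is therefore not read as an effect of Nlrp3 deletion on microglia alone. The paper states that the listed NF-κB genes were not altered by Nlrp3 deficiency. No gene passed over all genes tested, but *Ccl2* passed adjusted over the list of 9 NF-κB genes alone (log2 fold change 0.37, higher in 5 of 5 pairs) and not over the 15 genes of both lists (adjusted p = 0.0759 from edgeR). In DESeq2 *Ccl5*, lower in Nlrp3 KO, passed over the list alone as well, and both genes had an adjusted p of 0.0501 over the 15 genes. As a set the NF-κB genes shifted upwards, which passed in fry of limma (adjusted p = 0.0252) and not in camera (adjusted p = 0.0974). No fit of the lists within 1 state is given, so a shift in the shares of states is not separated from these changes.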

Other observations

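The tests of female cells for *Cst7*, the set tests of the DAM genes and all counts of other splits of the libraries were chosen only after the result was seen.

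*Gm8797* was higher in Nlrp3 KO microglia in every pair, and its sequence is near-identical to *Ubb*, 3.00 Mb from *Nlrp3*. If reads of *Ubb* were counted as *Gm8797* in Nlrp3 KO mice, *Ubb* would fall by as much as *Gm8797* rises. *Ubb* changed by a mean of -131 CPM (SD 57.5, lower in 5 of 5 pairs) and *Gm8797* by 76.3 CPM (SD 40.4), but at 6 months the change of *Ubb* (-95.9 CPM) was smaller than the gain of *Gm8797* (139 CPM), and the log2 fold change of *Ubb* was -0.14 (adjusted p = 0.903 from edgeR). Reads of *Ubb* and a change of *Gm8797* itself cannot be told apart, since the reads were not examined.

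*Cst7* was higher in Nlrp3 KO *APP/PS1* than in *APP/PS1* microglia at both ages, with log2 ratios of 1.46 at 3 months and 0.81 at 9 months. The shares of the microglial states account for at most 17.3% of the log2 difference, so a larger share of DAM alone is argued against. Cells of the female mouse in the pool are argued against at 3 months, since the log2 ratio in cells with Y-linked UMIs was 1.80. At 9 months the ratio was -0.83 in these cells and 3.24 in *Xist*-positive cells, where the level was 893 CPM in Nlrp3 KO *APP/PS1* and 94.0 CPM in *APP/PS1* mice. The female mouse of a pool is therefore a candidate explanation at 9 months, and with 1 female per pool a difference between single mice and one of sex cannot be separated. As a set, the 5 genes used to define DAM were higher in Nlrp3 KO *APP/PS1* microglia by camera of limma (adjusted p = 0.00122 over both backgrounds) but not by fry (adjusted p = 0.282), and neither test passed in non-diseased mice (camera of limma, adjusted p = 0.839, fry, adjusted p = 0.994). This set holds *Cst7* itself, and without it neither test passed in *APP/PS1* mice (camera of limma, adjusted p = 0.0918, fry, adjusted p = 0.77), so no rise of the DAM genes beyond *Cst7* is read from it.

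Of the microglia with UMIs of either *Xist* or Y-linked genes but not both, those with *Xist* made up 37.8% in *APP/PS1* and 48.2% in Nlrp3 KO *APP/PS1* mice at 3 months, and 48.0% and 40.9% at 9 months. The DAM share differed by -0.320 percentage points between *Xist*-positive and Y-positive cells (SD 3.63, higher in *Xist*-positive cells in 1 of 4 libraries, exact two-sided sign-flip permutation test, p = 0.625). The libraries at 9 months went opposite ways. DAM were 14.9% of *Xist*-positive and 10.6% of Y-positive cells in *APP/PS1* mice, but 8.27% and 12.8% in Nlrp3 KO *APP/PS1* mice. The similar DAM shares of all microglia in these libraries thus hold a lower share in *Xist*-positive and a higher share in Y-positive cells of Nlrp3 KO *APP/PS1* mice.

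Other splits of the libraries were counted for each result over groups of at least 3. For Nlrp3 deletion in non-diseased mice 3 of 10 splits called as many genes as the real one, itself included, and with 10 splits chance cannot be excluded. The other splits called 327 genes and parted only the 9-month pair. For *APP/PS1* against non-diseased mice 3 of 35 splits did so. The others called 40 genes and parted only the 9-month pairs, along *APP/PS1* and non-diseased. They hold the real difference at 9 months, so this count cannot decide on chance. Among the 8 splits that part every pair only the real one reached its count, and with 8 splits chance cannot be excluded. For DAM against HM 1 of 35 splits, the real one, called as many genes, and the largest other split called 48. Since DAM and HM are clusters of the same counts and 8 of the 35 splits part every pair, this outcome is fixed by the design, and it does not exclude chance.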
